# Small RNA Sequencing Reveals *Dlk1-Dio3* Locus-Embedded MicroRNAs as Major Drivers of Ground-State Pluripotency

**DOI:** 10.1016/j.stemcr.2017.10.009

**Published:** 2017-11-09

**Authors:** Sharif Moradi, Ali Sharifi-Zarchi, Amirhossein Ahmadi, Sepideh Mollamohammadi, Alexander Stubenvoll, Stefan Günther, Ghasem Hosseini Salekdeh, Sassan Asgari, Thomas Braun, Hossein Baharvand

**Keywords:** *Dlk1-Dio3* locus, ground-state pluripotency, microRNA, small RNA sequencing, differentiation, self-renewal, *Sfmbt2* locus

## Abstract

Ground-state pluripotency is a cell state in which pluripotency is established and maintained through efficient repression of endogenous differentiation pathways. Self-renewal and pluripotency of embryonic stem cells (ESCs) are influenced by ESC-associated microRNAs (miRNAs). Here, we provide a comprehensive assessment of the “miRNome” of ESCs cultured under conditions favoring ground-state pluripotency. We found that ground-state ESCs express a distinct set of miRNAs compared with ESCs grown in serum. Interestingly, most “ground-state miRNAs” are encoded by an imprinted region on chromosome 12 within the *Dlk1-Dio3* locus. Functional analysis revealed that ground-state miRNAs embedded in the *Dlk1-Dio3* locus (miR-541-5p, miR-410-3p, and miR-381-3p) promoted pluripotency via inhibition of multi-lineage differentiation and stimulation of self-renewal. Overall, our results demonstrate that ground-state pluripotency is associated with a unique miRNA signature, which supports ground-state self-renewal by suppressing differentiation.

## Highlights

• Ground-state pluripotency is associated with a unique miRNA signature
• *Dlk1-Dio3* locus on 12qF1 encodes the majority of ground-state miRNAs
• *Dlk1-Dio3* locus is hypomethylated in ground-state ESCs
• Ground-state miRNAs promote ESC self-renewal and inhibit differentiation

## Introduction

Embryonic stem cells (ESCs) are derived from the inner cell mass of blastocyst-stage embryo and provide a perpetual cell source to investigate pluripotency and stem cell self-renewal *in vitro* (Evans and Kaufman, 1981, Hassani et al., 2014a, Martin, 1981). ESCs were originally derived and maintained in serum-containing media on feeder cells (Evans and Kaufman, 1981, Martin, 1981). Further studies revealed that feeder cells provide leukemia inhibitory factor (LIF) whereas serum provides bone morphogenetic protein (BMP) signals, which inhibit ESC differentiation into mesendoderm and neuroectoderm, respectively (Ying et al., 2003). Based on these findings, ESC cultures supplemented with BMP and LIF signals have been used to maintain ESCs in an undifferentiated state and to suppress endogenous differentiation-promoting signals (Ying et al., 2003). Notably, pharmacological inhibition of endogenous pro-differentiation ESC signals allows maintenance and establishment of ESCs from different mouse and rat strains. Such culture conditions are defined as 2i, whereby two small-molecule inhibitors are used to block the glycogen synthase kinase 3 (GSK3) and fibroblast growth factor-extracellular regulated kinase (FGF-ERK) pathways, allowing indefinite growth of ESCs without the need for exogenous signals. This so-called ground state of pluripotency displays robust pluripotency due to efficient repression of intrinsic differentiation signals and shows a remarkable homogeneity compared with ESCs kept in serum (Wray et al., 2010, Ying et al., 2008).

Recently, we devised alternative culture conditions, dubbed R2i, which allow ground-state cultivation and efficient generation of ESCs from pre-implantation embryos (Hassani et al., 2014b). R2i conditions feature inhibition of transforming growth factor β (TGF-β) and FGF-ERK signaling instead of GSK3 and FGF-ERK blockage used in the 2i approach. Compared with GSK3 inhibition, suppression of TGF-β signaling reduces genomic instability of ESCs and allows derivation of ESCs from single blastomeres at much higher efficiency (Hassani et al., 2014a, Hassani et al., 2014b). Since 2i and R2i ESCs both represent the ground state of ESC pluripotency, a systematic comparison of similarities and differences might aid in the understanding of core mechanisms underlying ground-state pluripotency.

MicroRNAs (miRNAs) are ∼22-nt long non-coding RNAs that post-transcriptionally regulate a large number of genes in mammalian cells, thereby modulating virtually all biological pathways including cell-fate decisions and reprogramming (Baek et al., 2008, Bartel, 2009, Moradi et al., 2014, Sayed and Abdellatif, 2011). In ESCs, ablation of miRNA-processing enzymes impairs self-renewal, rendering ESCs unable to differentiate (Kanellopoulou et al., 2005, Wang et al., 2007). Individual miRNAs play important roles in ESC regulation. miR-290–295 cluster or let-7 family members, for example, promote or impair ESC self-renewal, respectively (Melton et al., 2010). Moreover, miRNAs enriched in ESCs promote de-differentiation of somatic cells into induced pluripotent stem cells (iPSCs) (Moradi et al., 2014). So far, most studies have focused on the expression and functional significance of miRNAs in ESCs kept in serum (Graham et al., 2016, Hadjimichael et al., 2016, Houbaviy et al., 2003, Liu et al., 2014, Marson et al., 2008, Melton et al., 2010, Parchem et al., 2015, Tay et al., 2008, Wang et al., 2008), which leaves a critical gap about the functional importance of miRNAs in ESCs cultured in ground-state conditions despite many insights into the transcriptome, epigenome, and proteome of ground-state pluripotency (Habibi et al., 2013, Marks et al., 2012, Taleahmad et al., 2015).

In the present study, we analyzed the global expression patterns of miRNAs in ESCs cultured in ground-state conditions of 2i and R2i compared with serum using small RNA sequencing. We provide a comprehensive report on the “miRNome” of ground-state pluripotency compared with serum cells, which enabled us to identify miRNAs specific to each cell state. Furthermore, we found that selected ground-state miRNAs contribute to the maintenance of ground-state pluripotency by promoting self-renewal and repressing differentiation.

## Results

### Analysis of Small RNA Expression in Ground-State ESCs

To obtain a comprehensive expression profile of miRNAs in ground-state ESCs, we used the RB18 and RB20 ESC lines maintained under feeder-free conditions in serum, 2i, or R2i cultures. 

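Small RNA was sequenced from 2 mouse ESC lines, RB18 and RB20, each grown in 3 media, which gave 6 libraries with 2 libraries per medium. Serum medium held 15% fetal bovine serum, and all 3 media held 1000 U/ml LIF. The 2i medium was serum free, with 1 µM of the MEK inhibitor PD0325901 and 3 µM of the GSK3 inhibitor CHIR99021, whereas R2i combined 1 µM PD0325901 with 10 µM of the TGF-β receptor inhibitor SB431542. The authors deposited the number of reads they assigned to each of 1907 mature mouse miRNAs, without normalization, and a table of log2 values derived from those counts. The paper's text does not name the aligner, the counting tool or the genome build. For differential expression, the counts were scaled by edgeR's TMM method and tested with its quasi-likelihood test, with all 6 libraries in the model and 1 coefficient per medium. The test covered the 571 miRNAs that passed edgeR's filter on low counts. A miRNA was taken as differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.01 and a change of more than 2-fold, since Figure 3E gives the p-value and the text the fold, but neither says whether p was adjusted. Ground state against serum was the mean of 2i and R2i minus serum in the same model. No permutation of 2 libraries against 2 can give a two-sided p below 0.33, so every p-value rests on edgeR's sharing of the spread between miRNAs. The biological coefficient of variation shared by all miRNAs was 24.6%. On simulated counts with 192 tested miRNAs changed 4-fold in both ground-state media, the test recovered 95.8% of them for 2i against serum and 92.2% for R2i against serum.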

RB18 and RB20 ESC lines were initially derived from C57BL/6 mice using the R2i + LIF protocol (Hassani et al., 2014b). Isolated R2i cells were then transferred to 2i or serum-containing medium and passaged at least 10 times to derive stable 2i and serum cell lines (Figure 1A). Pluripotency of established cell lines was confirmed by chimera formation and germline contribution as previously reported (Hassani et al., 2014b). Small RNA-sequencing data were obtained for both the RB18 and the EB20 ESC lines each time using pools of three independently grown cultures.

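Because each library came from a pool of 3 cultures, the spread between the 2 libraries of a medium reflects the cell line, the pool and the sequencing together. Counts assigned to miRNAs totalled 1744187 for RB18 and 2243369 for RB20 in serum. The totals were 2057602 for RB18 and 3365676 for RB20 in 2i, and 1041858 for RB18 and 3593356 for RB20 in R2i. RB18 had the smaller library in every medium, so cell line and depth cannot be separated. The smallest share these libraries can show, 3 counts, averaged 1.53 CPM (counts scaled by the library total) over the serum libraries. Counts are reads and not molecules, so the limit of 3 counts covers counting error only.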

**Figure 1:**
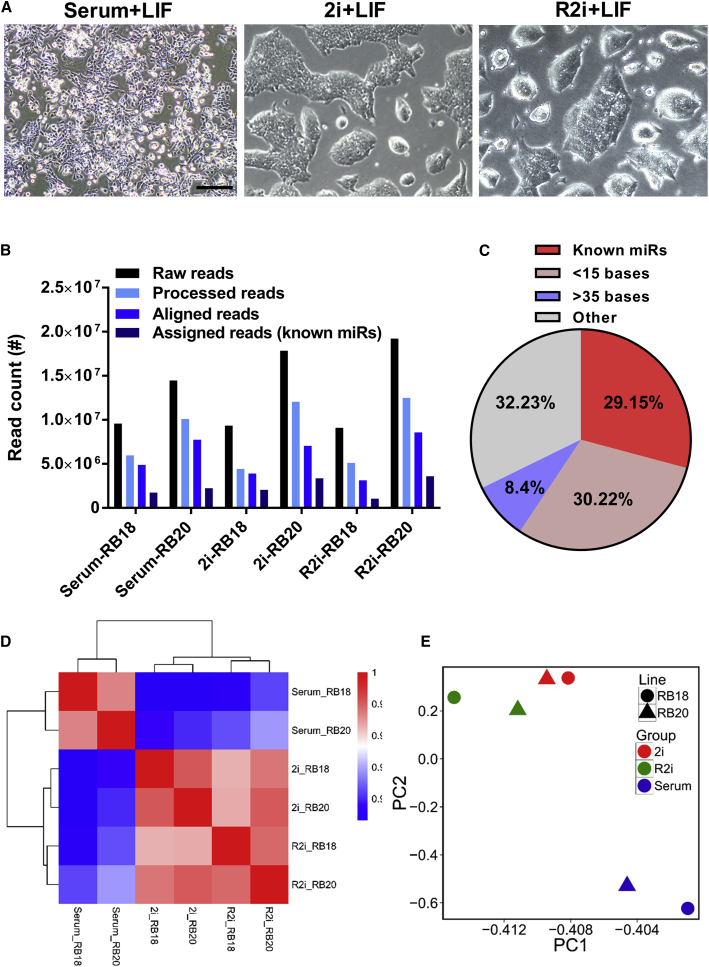
Small RNA Sequencing of ESCs Cultured under Serum, 2i, and R2i Conditions (A) Phase-contrast images of ESCs cultured under serum, 2i, and R2i. Scale bar, 200 μm. (B) Raw, processed, aligned, and assigned read counts of each ESC sample. Small RNA-sequencing data were obtained for two ESC lines (RB18 and EB20) each time using pools of three independently grown cultures (independent experiments). (C) Pie chart indicating the proportion of processed reads accounting for miRNAs. Small RNA profiles were obtained for RB18 and EB20 ESC lines using pools of three independently grown cultures (independent experiments). (D) Pearson heatmap of the ESC samples. Samples are shown as rows and columns. Each square represents the Pearson correlation coefficient between two samples. Each small RNA profile was obtained from three independently grown cultures (independent experiments). (E) Principal component (PC) analysis of the ESC samples maintained under serum, 2i, and R2i culture conditions. Each small RNA-sequencing data was obtained from three independently grown cultures (independent experiments).

Analysis of the small RNA profiles of ESC samples revealed a total of 79,520,099 raw reads. After removal of adaptors and reads with <15–35> bases, the processed reads were aligned to mouse genome, which yielded a total of 35,287,315 mappable reads (Figure 1B). We found that on average 29.15% of the processed reads were matched to known mouse miRNAs (Figure 1C). 

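The counts assigned to mature miRNAs in the deposited table summed to 14046048 over the 6 libraries. Unassigned and raw reads were not analysed here. Between 805 miRNAs (R2i, RB18) and 964 miRNAs (R2i, RB20) had at least 1 count in a library. Of the 1233 miRNAs with at least 1 count in any library, 1228 were placed on the mouse genome (GRCm38) by matching names to the GENCODE M21 and RefSeq annotations, and 81 of the mature miRNAs in the table had more than 1 gene.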

Analysis of the length distribution revealed two peaks (Figure S1A). The minor peak represented Piwi-interacting RNAs (piRNAs with a size range of 26–31 nt) (Yang et al., 2013), whereas the major peak represented mature miRNAs (∼22 nt long) (Bartel, 2004).

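Pearson correlations were computed between libraries over the 1233 miRNAs with at least 1 count, on log2(CPM + 1). Across the library pairs, r ranged from 0.9127 between serum RB18 and 2i RB20 to 0.9877 between the 2i libraries. These are correlations across miRNAs, which are not independent replicates.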

A Pearson correlation coefficient heatmap (Figure 1D) revealed a remarkably high degree of correlation between miRNA profiles in serum, 2i, and the R2i cell lines, which was also supported by hierarchical co-clustering of the samples. 

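The libraries of the same medium correlated at a mean r of 0.9848 ± 0.0029 (SD, 3 pairs), and 2i with R2i libraries at 0.9791 ± 0.0058 (SD, 4 pairs). Serum libraries correlated with 2i or R2i libraries at 0.9251 ± 0.0104 (SD, 8 pairs). The lowest r between 2i and R2i, 0.9742, was above the highest r between serum and a ground-state medium, 0.9434. Restriction to the 402 miRNAs with at least 10 counts in every library widened the gap between these, to 0.959 against 0.8812. On the linear CPM scale, where a few abundant miRNAs weigh most, the ranges overlapped, from 0.9758 to 0.9953 for 2i with R2i and from 0.8528 to 0.9861 for serum with the ground-state media.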

The heatmap revealed that 2i and R2i cells showed greater similarity to each other compared with serum cells, which suggests that 2i and R2i cultures share a similar miRNA profile that might reflect the ESC ground state. Moreover, two-dimensional principal component analysis showed that 2i and R2i cells were located in close proximity to each other, but quite distinct from serum cells (Figure 1E), demonstrating that ground-state pluripotency features a unique signature of small RNA expression. 

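Principal components of log2(CPM + 1), centred per miRNA, placed 70.5% of the variance on the first component and 13.0% on the second. Serum RB18 and RB20 lay at -32.6 and -27.6 on the first component. The 2i libraries lay at 17.6 and 17.5 and the R2i libraries at 14.0 and 11.1. On the second component, the 2i libraries lay at -10.1 and -8.82, the R2i libraries at 17.0 (RB18, the library with the fewest counts) and 3.25, and the serum libraries at -4.49 and 3.18. Without centring per miRNA, the first component held 96.0% of the variance with nearly equal loadings of all libraries, and the second component (2.8%) separated serum from the others. From the position of the 2i and R2i cells close together and away from serum cells, the paper concludes that the ground state has its own signature of small RNA expression.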

Since both cell lines showed virtually identical results, we merged the data from both ESC lines for the subsequent analyses.

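Between RB20 and RB18, 90 of the 571 tested miRNAs (15.8%) differed by more than 2-fold in serum, 40 (7.0%) in 2i and 54 (9.5%) in R2i, with no replicate of a line in a medium. Whether the lines pair the libraries was checked by correlating the RB20 minus RB18 differences of these miRNAs between media. The correlation was 0.21 for serum with 2i, 0.248 for 2i with R2i and -0.128 for serum with R2i. The models without a term for cell line follow the paper's merging of the lines, and results with the line as a block are given beside them.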

### Expression Patterns of miRNAs Associated with Pluripotency and Differentiation

Bioinformatics analysis identified a set of 20 miRNAs, which were abundantly expressed under all conditions in ESCs (Figure S1B). 

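The 20 miRNAs with the highest mean CPM over the 3 media took between 74.99% and 78.22% of the counts in each library, and 18 of them were also among the 20 with the highest minimum over the 6 libraries. In order, they were miR-295-3p, miR-182-5p, miR-92a-3p, miR-183-5p, miR-16-5p, miR-292a-5p, miR-292a-3p, miR-291a-5p, miR-26a-5p, miR-294-3p, miR-293-3p, miR-27b-3p, miR-191-5p, miR-30e-5p, miR-93-5p, miR-291a-3p, miR-127-3p, miR-148a-3p, miR-293-5p and miR-22-3p. In the contrast of ground state with serum, 3 of the 20 were differentially expressed. miR-127-3p was higher in the ground state (log2 fold change 3.59, adjusted p = 0.000172, edgeR). miR-22-3p (-1.62, adjusted p = 0.000774, edgeR) and miR-92a-3p (-1.26, adjusted p = 0.00419, edgeR) were higher in serum. The reads of miR-92a-3p, miR-16-5p and miR-26a-5p can come from 2 genes each.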

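The miR-290–295 cluster, on chromosome 7, supplied 8 of the 20 most abundant miRNAs and 5 of the 10 most abundant. Its members took 43.47% (RB18) and 33.47% (RB20) of the counts in serum, 41.31% and 39.18% in 2i, and 42.82% and 40.92% in R2i. miR-295-3p (chromosome 7, 3220773 to 3220841, GRCm38) ranked first, at 199500 ± 40320 normalized CPM in serum, 251700 ± 9073 in 2i and 239700 ± 21250 in R2i (SD, n = 2 libraries each).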

Members of the miR-290–295 cluster represented the most highly expressed miRNAs, as previously reported (Marson et al., 2008). Interestingly, expression of most members of the miR-290–295 cluster did not change significantly in different culture conditions (Figure S2A). 

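Of the 14 tested members of the miR-290–295 cluster, 0 were differentially expressed between ground state and serum, and at an unadjusted p under 0.05, 2 were higher and 2 lower in the ground state. The number was also 0 with the cell line as a block. Adjusting over the cluster alone gave 0 as well. The median log2 fold change of the members was -0.15, and it was -0.16 in RB18 and 0.002 in RB20. The members ranged from -0.79 for miR-292a-5p (standard error 0.23, adjusted p = 0.0217, edgeR) to 0.70 for miR-291b-5p (standard error 0.20, adjusted p = 0.022, edgeR).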

Likewise, we observed that several other pluripotency-associated miRNAs (e.g., miR-182-5p and miR-183-5p) were expressed at similarly high levels under all conditions (Figure S1C), suggesting that the most abundant miRNAs in ESCs did not undergo major expression changes under different culture conditions.

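miR-182-5p, on chromosome 6 from 30165918 to 30165992 (GRCm38), had 77740 ± 26610 normalized CPM in serum, 93220 ± 16080 in 2i and 74650 ± 12560 in R2i (SD, n = 2). Its log2 fold change was 0.26 for 2i against serum (standard error 0.30, adjusted p = 0.499, edgeR) and -0.06 for R2i against serum (standard error 0.30, adjusted p = 0.892, edgeR). miR-183-5p, from the same cluster, had 43370 ± 15870, 70610 ± 529.5 and 40050 ± 18700 normalized CPM in serum, 2i and R2i. Its log2 fold changes were 0.70 (standard error 0.38, adjusted p = 0.153) and -0.12 (standard error 0.38, adjusted p = 0.844). None of these differences passed the test, and the sign of both small R2i changes depended on the cell line left out. With the block, neither miRNA was differentially expressed.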

In contrast, members of the miR-302–367 cluster were mostly upregulated in 2i/R2i cells compared with serum ESCs (Figure S2B). This finding is in disagreement with results reported by Parchem et al. 

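All 8 tested miRNAs of the miR-302–367 cluster on chromosome 3 had a positive log2 fold change in both ground-state media, with a median of 1.00 for 2i and 2.20 for R2i against serum. By the test, 2 of them were higher in 2i and 5 in R2i, and 4 in the contrast of ground state with serum. At an unadjusted p under 0.05 the numbers were 4, 8 and 8. A block for the cell line left 0 called in 2i, 4 in R2i and 2 in the ground state. Adjusting over the cluster alone, 0 passed in 2i, 8 in R2i and 4 in the ground state. Leaving out the filter on low counts, or taking every change of more than 2-fold without a test, moved these numbers most, to 4, 8 and 8. miR-302b-3p (chromosome 3, 127545228 to 127545301) had 363.6 ± 21.9 normalized CPM in serum, 1209 ± 416.3 in 2i and 2146 ± 1126 in R2i (SD, n = 2). Its log2 fold change against serum was 1.73 in 2i (standard error 0.41, adjusted p = 0.00977, edgeR) and 2.56 in R2i (standard error 0.42, adjusted p = 0.00171, edgeR). With the block, miR-302b-3p stayed called in R2i (2.44) but not in 2i (1.65). The median of the cluster in the ground state was 2.46 in RB18 and 0.90 in RB20, a difference between lines that was not tested.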

(2015), who suggested that miR-302b is expressed at higher levels in serum compared with 2i cells. However, in the previous study 2i chemicals were added to serum-containing medium, whereas in the current study 2i (similar to R2i) cells were cultured serum free, which might explain the discrepancy. 

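Of the 12 tested miRNAs of the miR-17–92 cluster (chromosome 14), 1 was differentially expressed between ground state and serum, miR-92a-3p, whose reads can also come from the gene on chromosome X. The cluster had a median log2 fold change of -0.17 (RB18, -0.12; RB20, -0.29). Against serum, 1 was called lower in 2i, again miR-92a-3p, and 0 in R2i. At an unadjusted p under 0.05, 4 were lower in 2i and 1 in R2i, and 11 of the 12 had a negative log2 fold change in 2i and 7 in R2i. Of the 6 tested miRNAs of the miR-106b-25 cluster (chromosome 5), 0 were called, and 1 was higher in the ground state at an unadjusted p under 0.05. Its median was 0.12. In the model with a block, miR-17–92 again had 1 called miRNA and miR-106b-25 had 0, and adjusted over each cluster alone, both had 0.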

Analysis of the expression patterns of the pluripotency-associated miR-17 family (consisting of three clusters) revealed that most members of the miR-17–92 and miR-106b-25 clusters did not change their expression patterns in different ESC media (Figures S2C and S2D). In contrast, most members of the miR-106a∼363 cluster were upregulated in serum ESCs compared with 2i and R2i (Figure S2E).

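The miR-106a∼363 cluster lies on chromosome X, and 11 of its 12 tested miRNAs were lower in the ground state than in serum, with a median log2 fold change of -0.62. Those differentially expressed were miR-92a-2-5p (-1.51, standard error 0.31, adjusted p = 0.00401, edgeR) and miR-92a-3p, whose reads can also come from the miR-17–92 cluster. At an unadjusted p under 0.05, 5 were lower and 0 higher. A term for cell line as a block left 1 called, and adjusted over the cluster alone, 2. miR-17–92 also had 1 call under the block, and of its members only the shared miR-92a-3p passed 2-fold in the main fit. The call left is thus most likely miR-92a-3p, and miR-92a-2-5p, the only call specific to this cluster, most likely lost its call. Called individually, 2 were lower in 2i and 0 in R2i, where 4 were lower at an unadjusted p under 0.05. The median was -0.17 in RB18 and -0.85 in RB20. The exception was miR-363-3p (0.15, adjusted p = 0.56).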

We next asked whether miRNAs associated with differentiation were differentially expressed (Figure S2F). We found that the majority of differentiation-affiliated miRNAs were upregulated in serum cells compared with 2i and R2i, suggesting that serum + LIF failed to completely suppress differentiation-associated processes. 

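The list behind Figure S2F was not used here. A list of miRNAs linked to differentiation was fixed before the data were examined, and 74 of its mature miRNAs were tested. Of these, 17 were higher in serum and 4 higher in the ground state. Adjusted over the list alone, the numbers were 17 and 3, and with the cell line as a block, 17 and 3. At an unadjusted p under 0.05, 28 were higher in serum and 9 in the ground state. Regardless of the test, 38 had a negative and 36 a positive log2 fold change, with a median of -0.17. miR-1a-3p had 52 and 55 counts in the serum libraries, 0 and 0 in 2i, and 7 and 9 in R2i, and was at least 23.1-fold lower in 2i than in serum. Others higher in serum included miR-133a-3p (log2 fold change -5.38, adjusted p = 0.000134, edgeR), miR-10a-5p (-3.06, adjusted p = 0.000151, edgeR) and miR-125a-5p (-1.83, adjusted p = 0.00296, edgeR). From the excess in serum, the paper proposes that serum with LIF did not fully suppress differentiation.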

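let-7g-5p (chromosome 9, 106178840 to 106178927, GRCm38) had 119.3 ± 4.70 normalized CPM in serum, 363.3 ± 5.45 in 2i and 235.1 ± 7.01 in R2i (SD, n = 2). Its log2 fold change against serum was 1.61 in 2i (standard error 0.23, adjusted p = 0.000643, edgeR), and 1.61 with the block. In R2i it was 0.98 (standard error 0.22, adjusted p = 0.00875, edgeR), just under 2-fold, and 0.98 with the block. It passed both limits in R2i with DESeq2 (1.04), library totals in place of TMM (1.08) and limma on the deposited log2 values (1.04). DESeq2 and library totals moved the median of all tested miRNAs in R2i against serum by 0.062 and 0.107. A shift of that size takes 0.98 past 2-fold, so passing with these scalings is no separate evidence for let-7g-5p. Among the 14 tested miRNAs of the let-7 family, 13 had a positive log2 fold change in the ground state and 2 were called higher, let-7g-5p and miR-98-5p. let-7e-5p was higher in serum (-1.24, standard error 0.21, adjusted p = 0.00173, edgeR). The family took between 0.11% and 0.199% of the counts of a library.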

Interestingly, we found that a small number of other differentiation-associated miRNAs including let-7g-5p were more abundant in ground state compared with serum cells, although their read numbers were very small (data not shown). This finding is consistent with a previous study showing increased expression of let-7 miRNAs in 2i compared with serum (Kumar et al., 2014). We hypothesize that some differentiation-associated miRNAs might promote some features of ground-state pluripotency and/or render ground-state cells “poised” for rapid differentiation once 2i/R2i + LIF components of the ESC medium are removed from culture.

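The small RNA-sequencing values of the miRNAs in Figure 2 that differed by medium are given as the authors' deposited log2 values, converted back to normalized counts. miR-541-5p had 1305 ± 457.5 normalized counts in serum, 16330 ± 720.3 in 2i and 19960 ± 293.5 in R2i (SD, n = 2 libraries). miR-409-3p had 140.9 ± 79.5, 2287 ± 44.9 and 2226 ± 109.1, and miR-410-3p had 202.3 ± 111.4, 3236 ± 95.2 and 2727 ± 531.5. miR-21a-5p went the other way, with 35760 ± 1927 in serum, 5457 ± 587.4 in 2i and 6521 ± 1145 in R2i. By edgeR's test, these 4 of the 6 miRNAs in Figure 2 were differentially expressed in both 2i and R2i against serum, and also with the cell line as a block. The qRT-PCR values themselves were not used here.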

To validate the expression patterns of miRNAs obtained by small RNA sequencing, we performed TaqMan miRNA qRT-PCR assays of RNA isolated from serum, 2i, and R2i cells, and observed highly similar results compared with small RNA sequencing (Figure 2). However, we noted statistically significant differences in the expression of let-7a-5p and miR-16-5p between the two platforms. Nevertheless the differences were minor, indicating that the small RNA-sequencing data are suitable for further analysis.

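In the sequencing data, let-7a-5p had 665.4 ± 13.1 deposited normalized counts in serum, 902.8 ± 210.7 in 2i and 893.8 ± 30.7 in R2i (SD, n = 2). miR-16-5p had 56480 ± 1937, 90070 ± 9255 and 78220 ± 24140. Neither was differentially expressed. For let-7a-5p, the log2 fold change was 0.42 in 2i (adjusted p = 0.197, edgeR) and 0.36 in R2i (adjusted p = 0.298, edgeR) against serum. For miR-16-5p, it was 0.66 (adjusted p = 0.076, edgeR) and 0.41 (adjusted p = 0.269, edgeR). With the block the values were 0.41 and 0.36 for let-7a-5p and 0.65 and 0.38 for miR-16-5p. Each of these miRNAs can come from 2 genes, Mirlet7a-1 and Mirlet7a-2, and Mir16-1 and Mir16-2.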

**Figure 2:**
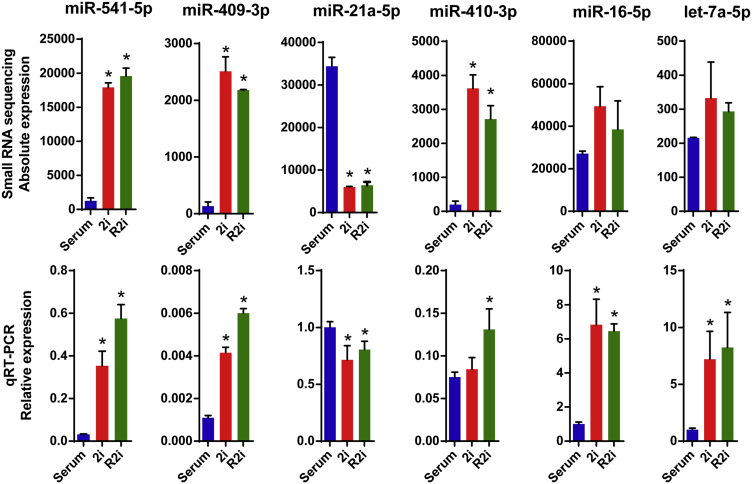
qRT-PCR Confirmation of the Small RNA-Sequencing Data A selected set of miRNAs with differential expression in serum, 2i, and R2i conditions were chosen for qRT-PCR confirmation. Data are shown as mean ± SD, n = 3. ^∗^p < 0.05. Each small RNA-sequencing datum was obtained from three independently grown cultures (independent experiments).

### Identification of Differentially Expressed miRNAs

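At least 1 count in any of the 6 libraries was found for 1233 of the 1907 listed miRNAs. In serum, 1015 miRNAs had at least 1 count in either library, in 2i 1048 and in R2i 1003, and 840 were found in every medium. With at least 1 count in both libraries of a medium, the numbers were 756 in serum, 806 in 2i and 766 in R2i, and with at least 10 counts in both, 475, 500 and 457. At these depths, 3 counts are the smallest level told apart from none, so a miRNA not counted in a medium is only known to be under that limit.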

Our small RNA-sequencing approach detected 1,233 miRNAs in each ESC state. Scatterplots indicated that miRNAs were significantly differentially expressed under different conditions (Figures 3Ai–iii). Some miRNAs such as miR-127-3p and miR-410-3p were upregulated in 2i versus serum, whereas miR-467c-5p and miR-10a-5p were upregulated in serum (Figure 3Ai). 

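miR-127-3p (chromosome 12, 109592846 to 109592915, GRCm38) rose from 1486 ± 869.5 normalized CPM in serum to 17690 ± 1935 in 2i (SD, n = 2), a log2 fold change of 3.57 (standard error 0.42, adjusted p = 0.000257, edgeR). miR-410-3p (chromosome 12, 109743715 to 109743795) rose from 98.1 ± 58.2 to 1527 ± 43.9 (3.96, standard error 0.44, adjusted p = 0.0002, edgeR). miR-467c-5p, from the Sfmbt2 cluster (chromosome 2, 10473931 to 10474027), fell from 2569 ± 658.1 to 196.2 ± 4.78 (-3.71, standard error 0.29, adjusted p = 6.86e-05, edgeR). miR-10a-5p (chromosome 11, 96317165 to 96317274) fell from 469.2 ± 101.6 to 30.6 ± 12.4 (-3.92, standard error 0.45, adjusted p = 0.000215, edgeR). Fitted with the block, the log2 fold changes were 3.65, 4.01, -3.69 and -3.98, and all 4 stayed called. In RB18 alone miR-127-3p changed by 4.45 and in RB20 by 3.05. The largest of edgeR's estimates belonged to miRNAs at the limit of detection, whose folds are lower bounds. miR-666-3p was at least 19.4-fold, miR-539-5p at least 5.65-fold and miR-412-3p at least 3.17-fold higher in 2i, and miR-483-5p at least 8.08-fold and miR-675-3p at least 5.99-fold lower. Of these, miR-412-3p and miR-483-5p lost their call with the block.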

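In R2i against serum, miR-21a-5p (chromosome 11, 86584067 to 86584158, GRCm38) had a log2 fold change of -2.52 (standard error 0.24, adjusted p = 0.000171, edgeR). miR-203-3p (chromosome 12, 112130880 to 112130955, outside the Dlk1-Dio3 locus) fell from 205.3 ± 33.4 normalized CPM in serum to 17.2 ± 2.42 in R2i (-3.60, standard error 0.27, adjusted p = 0.000164, edgeR). miR-381-3p (chromosome 12, 109726822 to 109726896) rose from 116.4 ± 78.6 to 1291 ± 258.0 (3.47, standard error 0.48, adjusted p = 0.000762, edgeR). miR-127-3p changed by 3.61 (standard error 0.42, adjusted p = 0.00035, edgeR). Under the block, these values were -2.53, -3.61, 3.55 and 3.67, and all 4 stayed called. Each changed the same way in RB18 and RB20, by 4.66 and 2.75 for miR-381-3p. miR-208b-3p (chromosome 14, 54975700 to 54975776) had a log2 fold change of -4.14 (standard error 0.74, adjusted p = 0.00256, edgeR), and -3.88 with the block, where it stayed called. Among miRNAs with at most 3 counts in both serum libraries, miR-369-5p was at least 21.1-fold, miR-337-3p at least 20.3-fold and miR-539-5p at least 6.14-fold higher in R2i.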

We observed that miR-21a-5p and miR-203-3p were expressed significantly higher in serum than in R2i, whereas miR-381-3p and miR-127-3p were expressed much higher in R2i than in serum (Figure 3Aii). Moreover, although the miRNome of 2i and R2i states was strikingly similar, some miRNAs such as miR-211-5p and miR-142a-5p were differentially expressed between 2i and R2i (Figure 3Aiii). These data show that ESCs' miRNA expression changes dynamically in response to changes in extrinsic signals.

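miR-211-5p (chromosome 7, 64205806 to 64205911, GRCm38) had 2390 and 5712 counts in the 2i libraries, 41 and 268 in R2i, and 107 and 102 in serum (RB18 and RB20). Its log2 fold change between 2i and R2i was 4.66 (standard error 0.44, adjusted p = 0.00213, edgeR). With the cell line as a block it was 4.71 with an adjusted p of 0.0174 (edgeR), past the set threshold, while the RB20 minus RB18 differences of 2i and R2i correlated at 0.248. miR-211-3p, from the other arm of the hairpin, was at least 25.3-fold higher in 2i, with R2i taken at the limit of 3 counts, the number found in each R2i library. miR-142a-5p (chromosome 11, 87756864 to 87756927) had 9128 and 5450 counts in 2i and 734 and 967 in R2i. Its log2 fold change was 2.76 (standard error 0.55, adjusted p = 0.0714, edgeR), with an adjusted p of 0.069 under the block. DESeq2 called it (2.70, adjusted p = 3.84e-06).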

**Figure 3:**
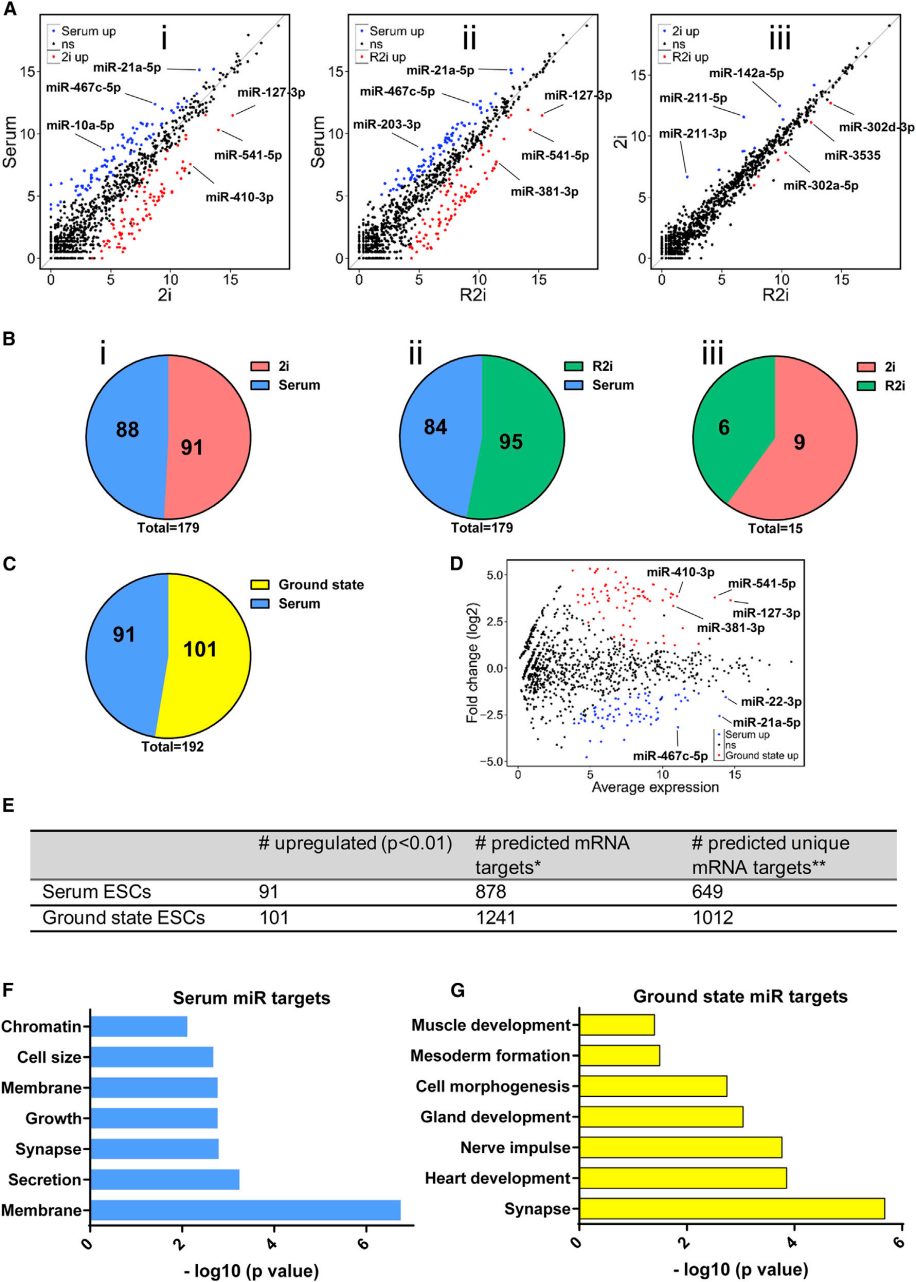
Differentially Expressed miRNAs (A) Scatterplots indicating the global expression pattern of miRNAs in (i) 2i versus serum, (ii) R2i versus serum, and (iii) 2i versus R2i. Each small RNA-sequencing datum was obtained from three independently grown cultures (independent experiments). (B) Pie charts indicating the number of differentially expressed miRNAs for (I) 2i versus serum, (ii) R2i versus serum, and (iii) 2i versus R2i. Each small RNA-sequencing datum was obtained from three independently grown cultures (independent experiments). (C) Pie chart showing the number of differentially expressed miRNAs for ground-state ESCs versus serum. Each small RNA-sequencing datum was obtained from three independently grown cultures (independent experiments). (D) Scatterplot indicating the global expression pattern of miRNAs in ground-state ESCs versus serum. Each small RNA-sequencing datum was obtained from three independently grown cultures (independent experiments). (E) miRNAs upregulated in serum and ground-state cells plus the number of transcripts predicted to be targeted by these miRNAs before and after the exclusion of commonly targeted mRNAs. (F and G) GO analysis of transcripts predicted to be targeted by ground-state (F) and serum-associated miRNAs (G).

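Between 2i and serum, 195 of the 571 tested miRNAs were differentially expressed, 96 higher in 2i and 99 higher in serum. All 195 changed in the same direction in RB18 and RB20, and 184 of them by more than 2-fold in both lines. The lines are the replicates of the test, so a call already favours such agreement, which is no separate evidence. With the cell line as a block the number was 177 (89 higher in 2i, 88 in serum), of which 172 were shared, where the RB20 minus RB18 differences of serum and 2i correlated at 0.21. Of the other choices, dropping the test and taking every change of more than 2-fold raised the number most, to 285, and requiring at least 10 counts in every library lowered it most, to 128.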

A global assessment of miRNAs exhibiting >2-fold differences in expression revealed that 179 miRNAs were differentially expressed between serum and 2i cells (Figure 3Bi; Tables S1 and S2). Additionally, when comparing R2i with serum cells, we found that 95 miRNAs were upregulated in R2i and 84 miRNAs were upregulated in serum (Figure 3Bii; Tables S3 and S4). In addition, 2i cells expressed nine miRNAs more abundantly than R2i cells, whereas R2i cells expressed six miRNAs more abundantly than 2i cells (Figure 3Biii and Table S5).

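By the same test, 86 miRNAs were higher in R2i and 89 higher in serum, 175 in all. All 175 changed in the same direction in both cell lines, which a call already favours. In the fit with the cell line as a block, 76 were higher in R2i and 79 in serum, and all 155 were among the 175. For serum and R2i the RB20 minus RB18 differences correlated at -0.128, so the block was also fitted with RB18 and RB20 of R2i exchanged, which was decided after this value was seen. It gave 81 higher in R2i and 83 higher in serum. Scaling by library totals alone shifted the median of all miRNAs by 0.107 on the log2 scale, and gave 93 and 88.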

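Between 2i and R2i, 2 of 571 miRNAs were differentially expressed, miR-211-5p and miR-211-3p, both higher in 2i, and 0 were higher in R2i. At an unadjusted p under 0.05, 43 were higher in 2i and 61 in R2i. With the cell line as a block, for which the correlation of the line differences was 0.248, the numbers were 0 and 0. DESeq2 called 7 higher in 2i and 5 higher in R2i. An unadjusted p under 0.01 with the 2-fold limit gave 13 and 14.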

Next, we sought to pinpoint miRNAs associated with serum or ground-state pluripotency. We defined ground-state-associated miRNAs as miRNAs that are significantly upregulated in both 2i and R2i. Our data identified 91 miRNAs associated with serum and 101 miRNAs associated with the ground state (Figure 3C and Table S6). 

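In the contrast of ground state with serum, 97 miRNAs were higher in the ground state and 114 higher in serum. By the definition in the text, 76 were called higher in both 2i and R2i and 75 lower in both, all of them within the 97 and 114. A further 20 were called higher in 2i only and 10 in R2i only, 24 lower in 2i only and 14 in R2i only, and 0 in opposite directions. These single-medium calls do not show a difference between 2i and R2i, for which the direct test is given at that comparison. The fit with the block gave 91 higher in the ground state and 104 in serum, with 191 shared. When a ground-state library was left out, between 177 and 196 of the 211 were still called. Leaving out a library or a cell line changed the sign of 0 of the 211, which were called on these same libraries. The paper's sets rest on its own calls, and it defines its ground-state miRNAs as those significantly higher in both 2i and R2i. Its 101 ground-state miRNAs outnumber its 95 higher in R2i, so that set is not the overlap of its separate lists.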

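In the contrast of ground state with serum, miR-21a-5p had a log2 fold change of -2.62 (standard error 0.19, adjusted p = 3.68e-05, edgeR), and miR-467c-5p -3.32 (standard error 0.22, adjusted p = 3.38e-05, edgeR). miR-381-3p changed by 3.28 (standard error 0.45, adjusted p = 0.000547, edgeR) and miR-541-5p by 3.74 (standard error 0.31, adjusted p = 4.63e-05, edgeR). In RB18 and RB20 the changes were -2.47 and -2.69 for miR-21a-5p, -3.06 and -3.44 for miR-467c-5p, 4.38 and 2.65 for miR-381-3p, and 4.25 and 3.45 for miR-541-5p. With the block, each of these miRNAs stayed called in 2i and in R2i against serum.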

Top serum-enriched miRNAs included miR-21a-5p and miR-467c-5p, while top miRNAs upregulated in ground state included miR-381-3p and miR-541-5p (Figure 3D). To identify the biological pathways that are potentially modulated by serum and ground-state miRNAs in ESCs, we performed miRNA target prediction using TargetScan for the miRNAs enriched in each ESC state (Figure 3E). A total of 878 transcripts were predicted to be targeted by miRNAs under serum conditions and 1,241 transcripts were potentially targeted by miRNAs specific to ground state. To identify only pathways that are “specifically” regulated by state-specific miRNAs, we excluded all transcripts co-targeted by both sets of miRNAs. This rationale reduced the number of predicted targets to 649 (serum) and 1,012 (ground state) (Table S7). DAVID analysis revealed that miRNAs associated with the serum condition did not modulate critical pathways associated with fate decision in ESCs (Figure 3F), while miRNAs associated with ground-state pluripotency were predicted to control key developmental processes predominantly related to differentiation (Figure 3G). Our gene ontology (GO) analysis using Enrichr also indicated that in contrast to serum-up miRNAs, which did not seem to modulate ESC fate decisions, ground-state-up miRNAs targeted several crucial differentiation-associated pathways including neurogenesis and organ morphogenesis (Figure S3). We reasoned that miRNAs upregulated in ground-state cells might contribute to the inhibition of differentiation, which is in line with the concept that ground-state pluripotency is achieved by repression of differentiation processes (Wray et al., 2010, Ying et al., 2008).

### Chromosomes Differentially Contribute to the Production of Mature miRNAs in ESCs

Next, we sought to profile the global chromosomal distribution of miRNAs detected in the different ESC samples. miRNAs were mapped to different chromosomes and the relative expression of mature miRNAs per chromosome was determined. miRNAs were encoded on and expressed in ESCs by all chromosomes other than the Y chromosome (Figures 4A and S4A). 

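Genes of miRNAs were placed on the GRCm38 assembly, and a sequence was taken as expressed in a medium at a mean of at least 1 CPM. Every chromosome but Y had expressed sequences in all 3 media, and on Y 0 were expressed. In serum the numbers ranged from 16 on chromosome 18 to 176 on chromosome 2. Chromosome 18 also had the fewest in 2i (15) and in R2i (12).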

Four chromosomes (6, 7, 14, and X) were observed to transcribe miRNAs more actively than other chromosomes (Figure S4A) and, interestingly, these four chromosomes expressed the most abundant miRNAs in ESCs: chromosome 6 harbors miR-182, miR-183, and miR-148a species; chromosome 7 harbors the miR-290–295 cluster; chromosome 14 harbors the miR-17–92 cluster and miR-16; and chromosome X harbors the miR-106a∼363 cluster. These observations indicate that chromosomes 6, 7, 14, and X code for and express the most abundant miRNAs in ESCs (see Figures S1B and S1C).

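Where a mature miRNA has several genes, its counts were divided equally over them. Chromosome 7 then gave 39.02 ± 7.04% of the counts in serum, 40.8 ± 1.47% in 2i and 42.32 ± 1.41% in R2i (SD, n = 2). Chromosome 6 gave 13.74 ± 2.96%, 18.33 ± 1.28% and 14.06 ± 2.17%. Chromosome 14 gave 8.45 ± 2.00%, 5.2 ± 0.19% and 6.27 ± 0.20%, and chromosome X 7.35 ± 1.94%, 3.44 ± 0.10% and 4.49 ± 0.54%. Chromosome 11 came next in serum (4.52 ± 0.90%), whereas chromosome 12, at 4.39 ± 0.35% in 2i and 5.05 ± 0.75% in R2i, was above X in both. The values of 14 and X rest on shared sequences, mainly miR-92a-3p (genes on both) and miR-16-5p (genes on 14 and 3). With miRNAs of a single gene only, chromosome 14 gave 1.31%, 0.96% and 1.25% and X 1.54%, 1.3% and 1.3%.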

**Figure 4:**
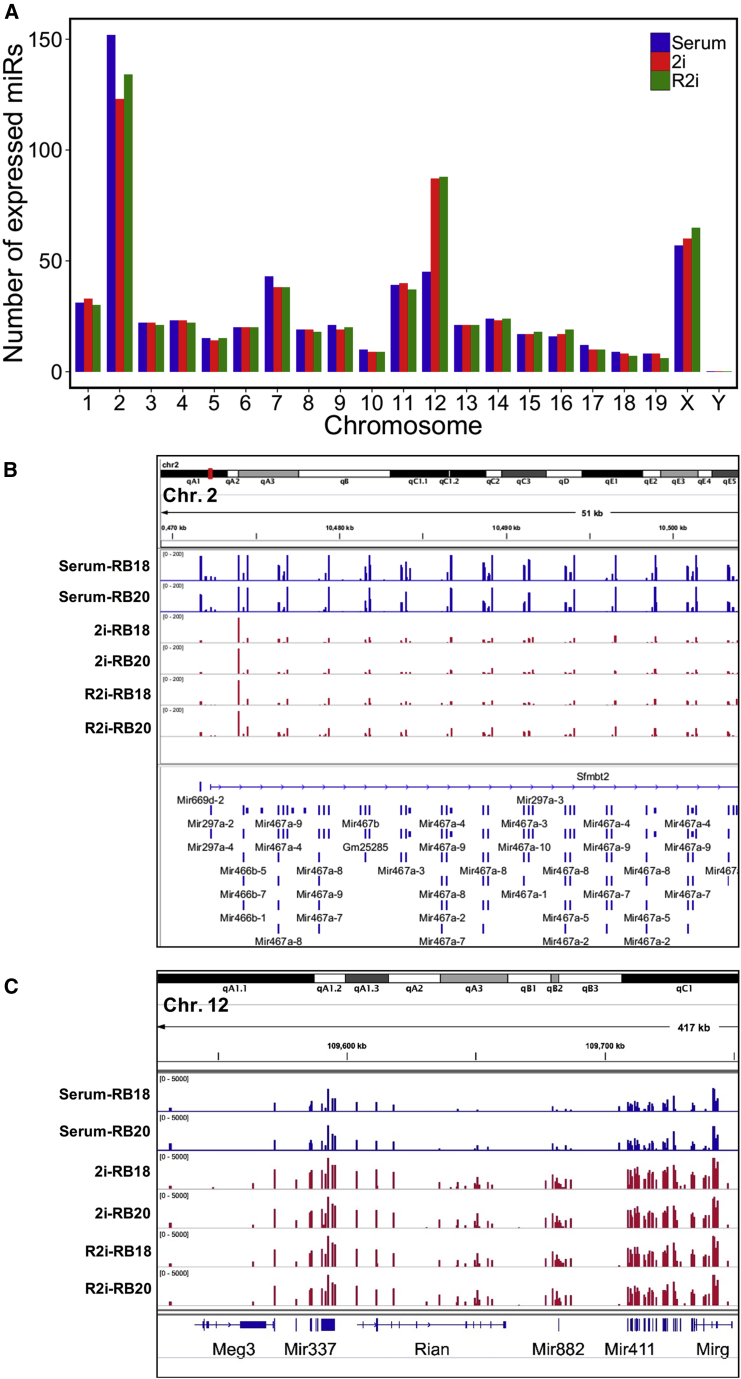
Contributions of Chromosomes to miRNA Generation in ESCs (A) Chromosome pattern of miRNA expression in serum, 2i, and R2i cultures. The y axis indicates the number of miRNA-coding sequences within chromosomes which are transcribed as mature miRNAs. Each small RNA-sequencing datum was obtained from three independently grown cultures (independent experiments). (B) Integrative Genomics Viewer (IGV) browser screenshot indicating miRNA read alignments in the 10^th^ intron of *Sfmbt2* locus (chromosome 2). Small RNA-sequencing data were obtained for two ESC lines (RB18 and EB20) each time using pools of three independently grown cultures (independent experiments). (C) IGV visualization of the read alignments of miRNAs embedded within the *Dlk1-Dio3* locus (chromosome 12). Small RNA-sequencing data were obtained for two ESC lines (RB18 and EB20) each time using pools of three independently grown cultures (independent experiments).

Next, we determined how many miRNA genes are active per chromosome in different ESCs. As shown in Figure 4A, two chromosomes (2 and X) in serum ESCs and three chromosomes (2, 12, and X) in 2i/R2i ESCs activated the largest number of miRNA genes. 

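In serum, 176 sequences were expressed from chromosome 2, 84 from X and 75 from 12. In 2i the numbers were 163, 87 and 110, and in R2i 166, 85 and 107, so chromosome 12 rose above X in both ground-state media. No other chromosome exceeded 53. With each mature miRNA counted a single time, chromosome 2 held 102 in serum, 90 in 2i and 93 in R2i, and chromosome 12 was then above it in both ground-state media (110 and 107). A limit of 10 CPM gave 38 sequences on chromosome 12 in serum.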

Since chromosomes 2 and 12 showed a significant difference in the number of miRNA genes they activated under different cultures, we focused on these two chromosomes and found, interestingly, that most members of a repetitive miRNA cluster within the 10^th^ intron of the imprinted *Sfmbt2* gene located on chromosome 2 were expressed much higher in serum compared with 2i/R2i (Figure 4B). Moreover, we found that approximately all members of a large miRNA cluster embedded in an imprinted region overlapping with the developmentally important *Dlk1-Dio3* locus on chromosome 12 (12qF1) were expressed much higher in 2i/R2i than in serum (Figure 4C). 

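Sfmbt2 lies on chromosome 2 from 10370510 to 10595253 (GRCm38, plus strand), and GENCODE M21 places 119 miRNA genes in intron 10 of a protein-coding transcript with 23 exons, from 10461473 to 10523944. Of the 51 tested miRNAs of this cluster, 51 had a negative log2 fold change in both 2i and R2i, with a median of -3.09 in 2i and -2.25 in R2i. Differentially expressed were 48 in 2i, 43 in R2i and 49 in the contrast of ground state with serum, and 0 were higher in the ground state (0 also at an unadjusted p under 0.05). The block for cell line left 48 called in that contrast, and adjusted over the cluster alone, 51. The cluster's share of the counts was 1.32% and 1.28% in serum, 0.158% and 0.146% in 2i, and 0.287% and 0.265% in R2i (RB18 and RB20). Of the 51, 15 have several genes, and reads could have been split between copies, so single members are uncertain.

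**Figure D1:**
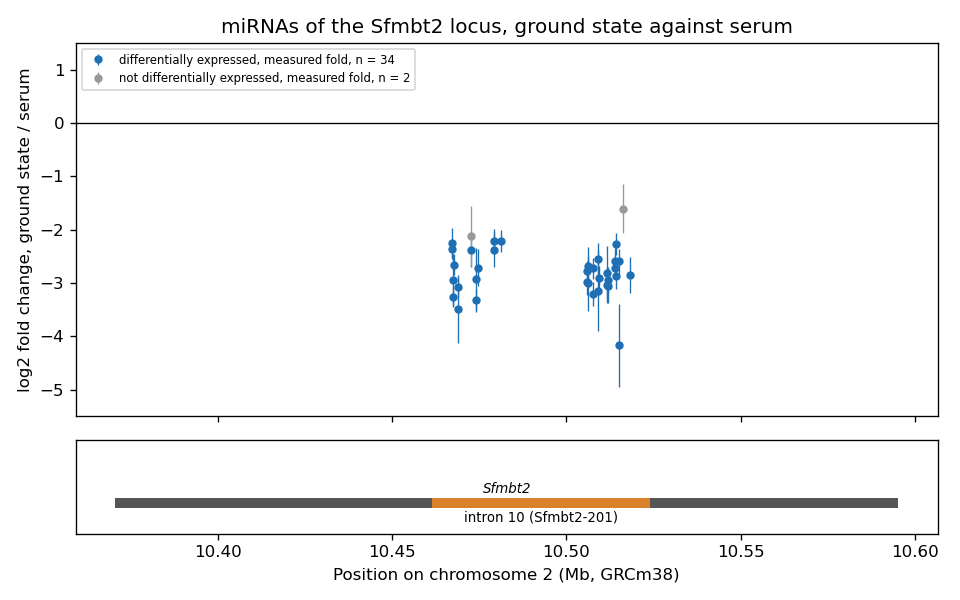
Log2 fold change (ground state over serum, edgeR, bars show the standard error) of the 36 tested miRNAs of the Sfmbt2 cluster that have 1 gene, against their position on chromosome 2 in Mb (GRCm38), with Sfmbt2 in grey and its intron 10 in orange below. All 36 lie below 0, from -4.16 to -1.6; the 34 differentially expressed are blue and the other 2 grey, and 15 members with several genes are not drawn.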

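The Dlk1-Dio3 region spans chromosome 12 from 109452823 (start of Dlk1) to 110281097 (end of Dio3) in GRCm38 and holds 67 annotated miRNA genes. Of the 78 tested miRNAs from it, 77 had a positive log2 fold change in 2i and 78 in R2i, with medians of 3.97 and 3.89. Differentially expressed were 66 in 2i, 66 in R2i and 67 in the contrast of ground state with serum, with 0 lower (0 also at an unadjusted p under 0.05). With a block, 67 were called in that contrast, and adjusted over the cluster alone, 72. In serum, 20 of the 78 had at most 3 counts in both libraries, so their folds are lower bounds, such as at least 34.2-fold for miR-377-3p. The cluster's share of the counts rose from 0.206% and 0.378% in serum to 4.14% and 3.67% in 2i and 4.71% and 3.8% in R2i (RB18 and RB20). The median change in the ground state was 4.59 in RB18 and 3.50 in RB20. In serum, the cluster was higher in RB20 than in RB18, by a median of 0.86 on the log2 scale, with 1 library per line.

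**Figure D2:**
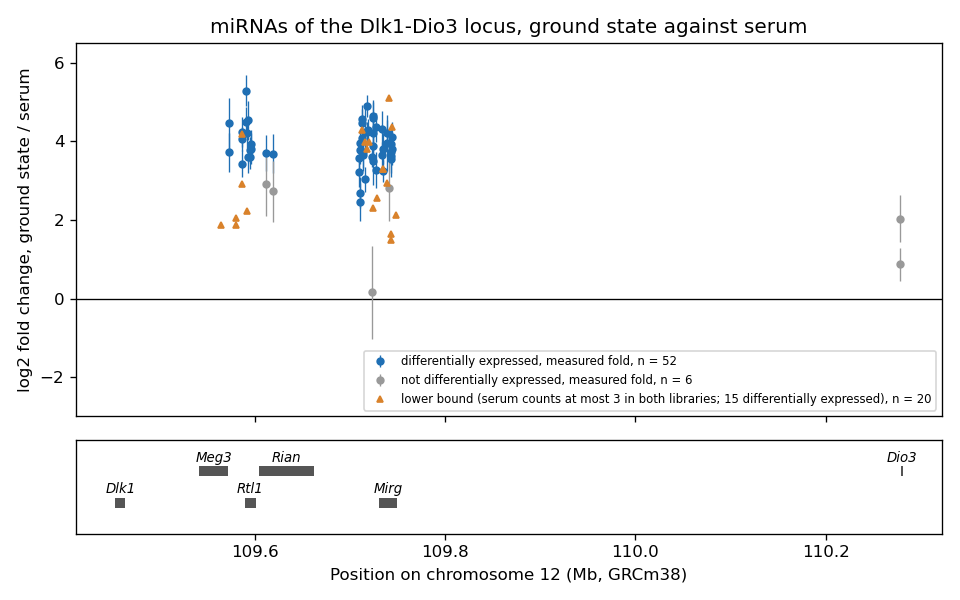
Log2 fold change (ground state over serum, edgeR, bars show the standard error) of the 78 tested miRNAs of the Dlk1-Dio3 locus against their position on chromosome 12 in Mb (GRCm38), with the genes of the locus below. Blue points are 52 differentially expressed miRNAs with a measured fold, grey points 6 that were not differentially expressed, and orange triangles 20 lower bounds where serum had at most 3 counts in both libraries, 15 of them differentially expressed; all lie above 0, the lowest being miR-654-3p at 0.16.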

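Of the 97 miRNAs higher in the ground state than in serum, 67 come from genes between Dlk1 and Dio3, which is 69.1% (95% Wilson interval 59.3 to 77.4). Of the 571 tested miRNAs, 78 come from this region, and the excess had an odds ratio of 94.0 (p = 1.64e-51, two-sided Fisher's exact test over the tested miRNAs). The miRNAs of a cluster can share a transcript, so this p describes the list and not independent replicates. Under the block for cell line, the share was 67 of 91 (73.6%). It was lowest, 28 of 56 (50.0%), when at least 10 counts were required in every library, a filter that by its definition removes the 20 miRNAs of the locus with at most 3 counts in both serum libraries.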

Surprisingly, these *Dlk1-Dio3* locus-embedded miRNAs constituted the majority of miRNAs upregulated in ground-state cells (Figure S4B). In conclusion, we uncovered a ground-state-specific, imprinted genomic region coding for miRNAs that can serve as a signature for ground-state pluripotency and might be of functional importance.

### Ground-State-Associated miRNAs Promote ESC Self-Renewal

The association of chromosome 12-located miRNA gene expression with ground-state ESCs raised the intriguing question of whether these miRNAs directly affect acquisition or maintenance of the ground state. To evaluate this possibility, we selected three ground-state-associated miRNAs located within the imprinted *Dlk1-Dio3* locus (miR-541-5p, miR-410-3p, and miR-381-3p) based on the following: (1) their high abundance compared with other ground-state-specific miRNAs (see Figure 3C) and (2) their putative ability to target diverse differentiation pathways (Tables S8). 

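Among the 97 miRNAs higher in the ground state, ranked by mean normalized CPM over the 2i and R2i libraries, miR-541-5p ranked 2 with 8436 CPM, miR-410-3p ranked 5 with 1386 CPM, and miR-381-3p ranked 6 with 1141 CPM. Within the 67 from the Dlk1-Dio3 locus, they ranked 2, 3 and 4. miR-127-3p, from the same locus, ranked 1 with 17890 CPM. Mir541 lies on chromosome 12 from 109742409 to 109742498 (GRCm38, plus strand).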

After confirmation of efficient delivery of the candidate miRNAs into cultured mouse embryonic fibroblasts (Figure S4C), we treated undifferentiated serum-grown ESCs with individual miRNAs and analyzed morphology and expression of different stemness and differentiation genes 3 days after transfection. ESCs treated with candidate miRNAs exhibited typical ESC colony formation with more compact morphology compared with the Scr control (Figure 5A). qRT-PCR analysis revealed that miRNA-transfected ESCs expressed higher levels of stemness genes and lower levels of differentiation genes (Figure 5B). In addition, we found that miR-541-5p, miR-410-3p, and miR-381-3p promoted the viability of ESCs 3 days post treatment as measured by the MTS assay (Figure 5C). Moreover, transfection of miR-541-5p, miR-410-3p, and miR-381-3p into ground-state R2i ESCs cultured for 3 days in the absence of R2i/LIF (a condition that considerably reduces ESC viability) significantly enhanced viability (Figure 5D). Additional assessments of viability using the Live/Dead Viability/Cytotoxicity Kit validated these results (Figure 5E). Furthermore, we observed an increase of the number of alkaline phosphatase (AP)-positive ESC colonies 5 days post transfection in both the presence (Figure 5F) and absence of LIF (Figure 5G). Notably, overexpression of miRNAs also enhanced AP activity in ESCs cultured without LIF for 5 days (Figure S4D), further supporting our conclusion that ground-state-associated miRNAs promote pluripotency and partially “rescue” LIF-free ESCs from differentiation.

**Figure 5:**
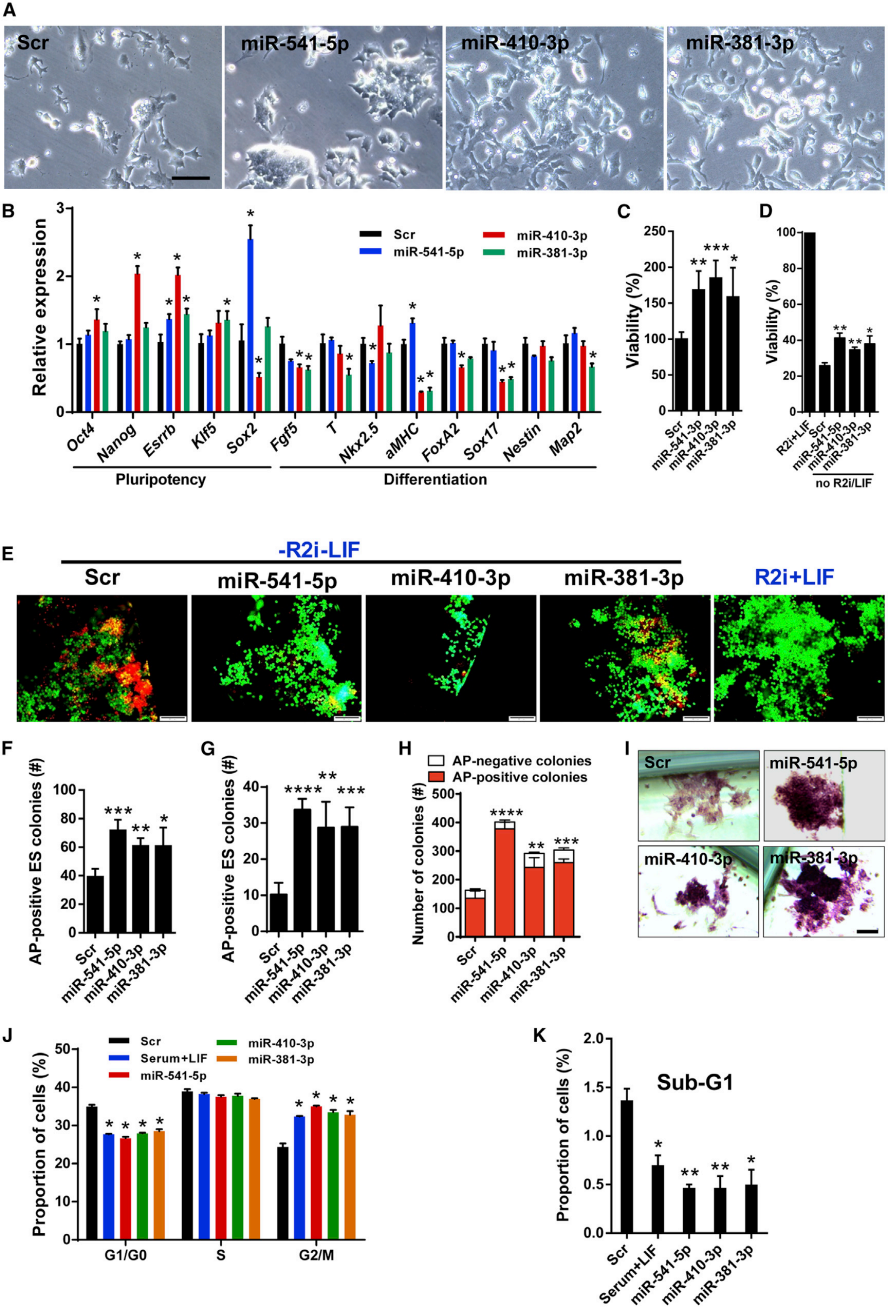
Effect of Ground-State-Associated miRNAs on ESC Self-Renewal (A) Phase-contrast image of serum ESCs treated with representative ground-state miRNAs. Scale bar, 100 μm. (B) qRT-PCR analysis of pluripotency- and differentiation-associated transcripts 3 days following serum ESC treatment with ground-state miRNAs. *Gapdh* was used as an internal normalization control. Data are shown as mean ± SD, n = 3. ^∗^p < 0.05. (C) MTS assay of ESCs 3 days after transfection of miRNAs. Data are shown as mean ± SD, n = 3. ^∗^p = 0.0311, ^∗∗^p = 0.0029, ^∗∗∗^p = 0.0007. (D) MTS assay of ESCs 3 days after transfection with miRNAs in the presence or absence of R2i + LIF. Data are shown as mean ± SD, n = 3. ^∗^p = 0.0111, ^∗∗^p < 0.0025. (E) Live/dead staining of ESCs 3 days after transfection with miRNAs in the presence or absence of R2i + LIF. Scale bars, 100 μm. (F) Number of AP-positive ESC colonies grown in the presence of LIF 5 days after transfection of miRNAs. Data are shown as mean ± SD, n = 4. ^∗^p = 0.0295, ^∗∗^p = 0.0015, ^∗∗∗^p = 0.0004. (G) Number of AP-positive ESC colonies grown in the absence of LIF 5 days after transfection of miRNAs. Data are shown as mean ± SD, n = 4. ^∗∗^p = 0.0032, ^∗∗∗^p = 0.001, ^∗∗∗∗^p < 0.0001. (H) ESC clonogenicity assay following serum ESC treatment with miRNAs. Cells were stained for AP activity 8 days after seeding. AP-positive and -negative colonies were counted under the microscope. Data are shown as mean ± SD, n = 3. ^∗∗^p = 0.0017, ^∗∗∗^p = 0.0002, ^∗∗∗∗^p < 0.0001. (I) AP staining of serum ESCs transfected with miRNAs on day 8. Scale bar, 50 μm. (J) Cell-cycle profiling of serum ESCs treated with miRNAs using flow cytometry 3 days after transfection. Scr (serum ESCs without LIF at the presence of a control scrambled oligonucleotide) is the negative control and serum + LIF is the positive control. miRNA mimics were added to LIF-withdrawn ESCs, which allowed us to score the effects of miRNA mimics relative to the positive and negative controls. Data are shown as mean ± SD, n = 3. ^∗^p < 0.05. (K) Ratio of cells in sub-G_1_ phase of the cell cycle 3 days following serum ESC treatment with miRNAs based on flow-cytometry analysis of the cell cycle. Data are shown as mean ± SD, n = 3. ^∗^p < 0.05, ^∗∗^p < 0.0065.

Since ground-state-specific miRNAs promoted ESC viability and 2i and R2i cells exhibit a much higher cloning efficiency than serum cells (Hassani et al., 2014b), we wanted to determine the colony-forming ability of ESCs transfected with miR-541-5p, miR-410-3p, and miR-381-3p. Five days after reseeding of day-3 transfected serum ESCs, we analyzed AP activity by counting AP-positive and -negative colonies and observed a significant increase of the number of AP-positive colonies by all three miRNAs but particularly by miR-541-5p (Figure 5H), as well as a general enhancement of AP staining intensity (Figure 5I). These results indicated that ground-state-associated miRNAs boosted AP activity and markedly promoted ESC clonogenicity.

Ground-state miRNAs might influence ESC viability and clonogenicity by modulating the ESC cycle. We focused specifically on the G_1_ phase, which is shortened in ESCs compared with differentiated cells and the extension of G_1_ phase upon differentiation (Becker et al., 2006, Becker et al., 2010, Calder et al., 2013, Coronado et al., 2013, Li et al., 2012). To induce ESC differentiation, we removed LIF from the cultures and concomitantly added miRNAs. Three days after transfection, differentiating ESCs were analyzed by flow cytometry. As expected, we observed prolonged G_0_/G_1_ phases in Scr-treated control cells after LIF withdrawal, indicative of the exit from pluripotency. In contrast, transfection with either miR-541-5p, miR-410-3p, or miR-381-3p shortened the prolonged G_1_ phase of differentiating ESCs, which reached values characteristic for LIF-grown ESCs (Figure 5J). Similarly, all three miRNAs reduced the sub-G_1_ phase under LIF-free conditions (Figure 5K), which implicates improved survival upon initiation of differentiation.

To corroborate our results, we asked whether inhibition of identified miRNAs will disrupt the ESC ground state. Transfection of ground-state ESCs with miR-541-5p, miR-410-3p, and miR-381-3p antagomirs induced upregulation of differentiation-associated genes 3 days after treatment (Figure 6A). Inhibition of miR-541-5p and miR-381-3p also reduced cellular viability in MTS assays (Figure 6B). Moreover, inhibition of ground-state miRNAs not only reduced the number of AP-positive 2i/R2i ESC colonies 3 days after miRNA inhibitor delivery (Figures 6C and 6D) but also the clonogenicity of the cells 8 days post transfection (Figures 6E and 6F). Of note, we also observed that inhibition of miR-541-5p remarkably decreased the colony size in both 2i and R2i ESCs 3 days (Figure 6G) and 8 days post transfection (Figure 6H). Taken together, our data indicate that miR-541-5p, miR-410-3p, and miR-381-3p promote ESC self-renewal.

**Figure 6:**
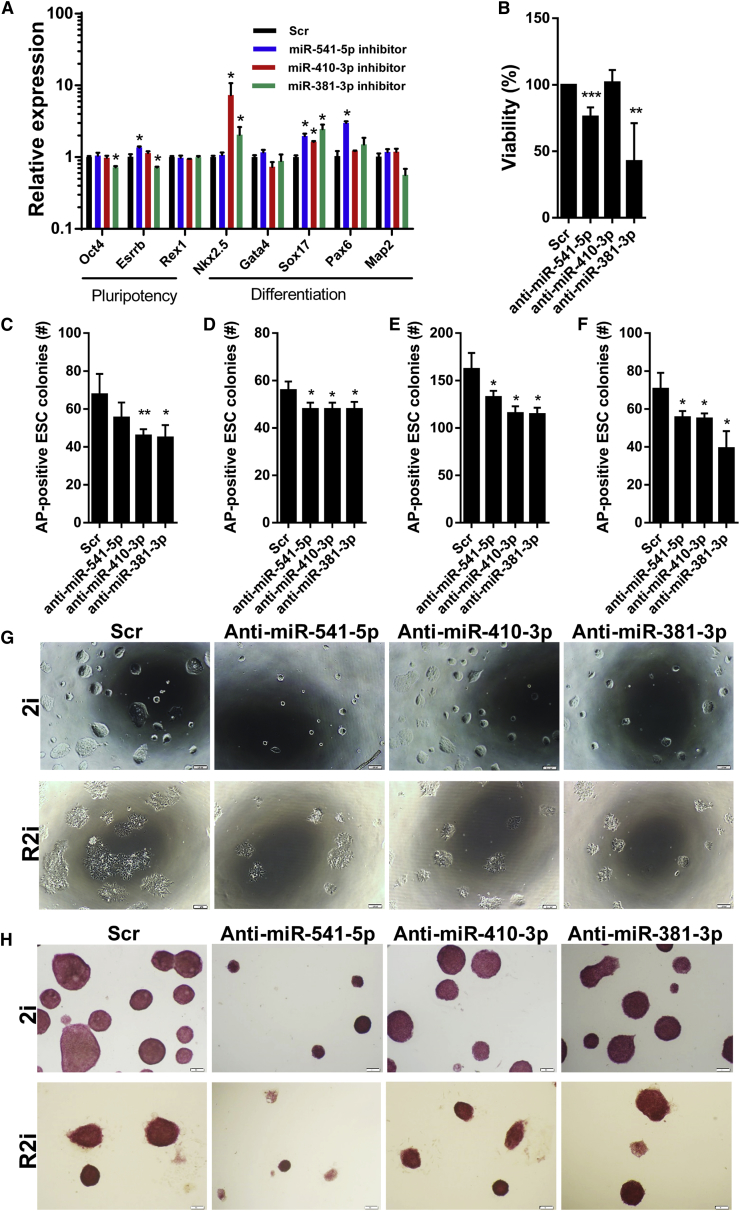
Effect of Ground-State-Associated miRNA Inhibitors on ESC Self-Renewal (A) qRT-PCR analysis of pluripotency- and differentiation-associated transcripts 3 days following 2i ESC treatment with the inhibitors of ground-state miRNAs. *Gapdh* was used as an internal normalization control. Data are shown as mean ± SD, n = 3. ^∗^p < 0.05. (B) MTS assay of 2i ESCs 3 days after transfection of miRNA inhibitors. Data are shown as mean ± SD, n = 3. ^∗∗^p = 0.0029, ^∗∗∗^p = 0.0007. (C) Number of AP-positive 2i ESC colonies 3 days after transfection of miRNA inhibitors. Data are shown as mean ± SD, n = 3. ^∗^p < 0.05, ^∗∗^p = 0.0015. (D) Number of AP-positive R2i ESC colonies 3 days after transfection of miRNA inhibitors. Data are shown as mean ± SD, n = 3. ^∗^p < 0.05. (E) 2i ESC clonogenicity assay 8 days following treatment with miRNA inhibitors. Data are shown as mean ± SD, n = 3. ^∗^p < 0.05. (F) R2i ESC clonogenicity assay 8 days following treatment with miRNA inhibitors. Data are shown as mean ± SD, n = 3. ^∗^p < 0.05. (G) Phase-contrast image of 2i and R2i ESC colonies 3 days after treatment with miRNA inhibitors. Scale bars, 100 μm. (H) AP staining of 2i and R2i ESC colonies 8 days after treatment with miRNA inhibitors. Scale bars, 100 μm.

### Ground-State-Associated miRNAs Inhibit Multi-lineage Differentiation of ESCs

We hypothesized that miR-541-5p, miR-410-3p, and miR-381-3p might contribute to the maintenance of ground-state ESCs by inhibiting differentiation, which would fit into the observed downregulation of these miRNAs 7 days after initiation of differentiation (Figure 7A). For analysis of the effects of miR-541-5p, miR-410-3p, and miR-381-3p on ESC differentiation, undifferentiated serum ESCs were seeded 1 day prior to miRNA transfection and ESCs were induced to form embryoid bodies (EBs) in LIF-free medium 1 day after transfection. EBs were harvested at day 7 and subjected to qRT-PCR expression analysis of key genes representing pluripotency and differentiation.

**Figure 7:**
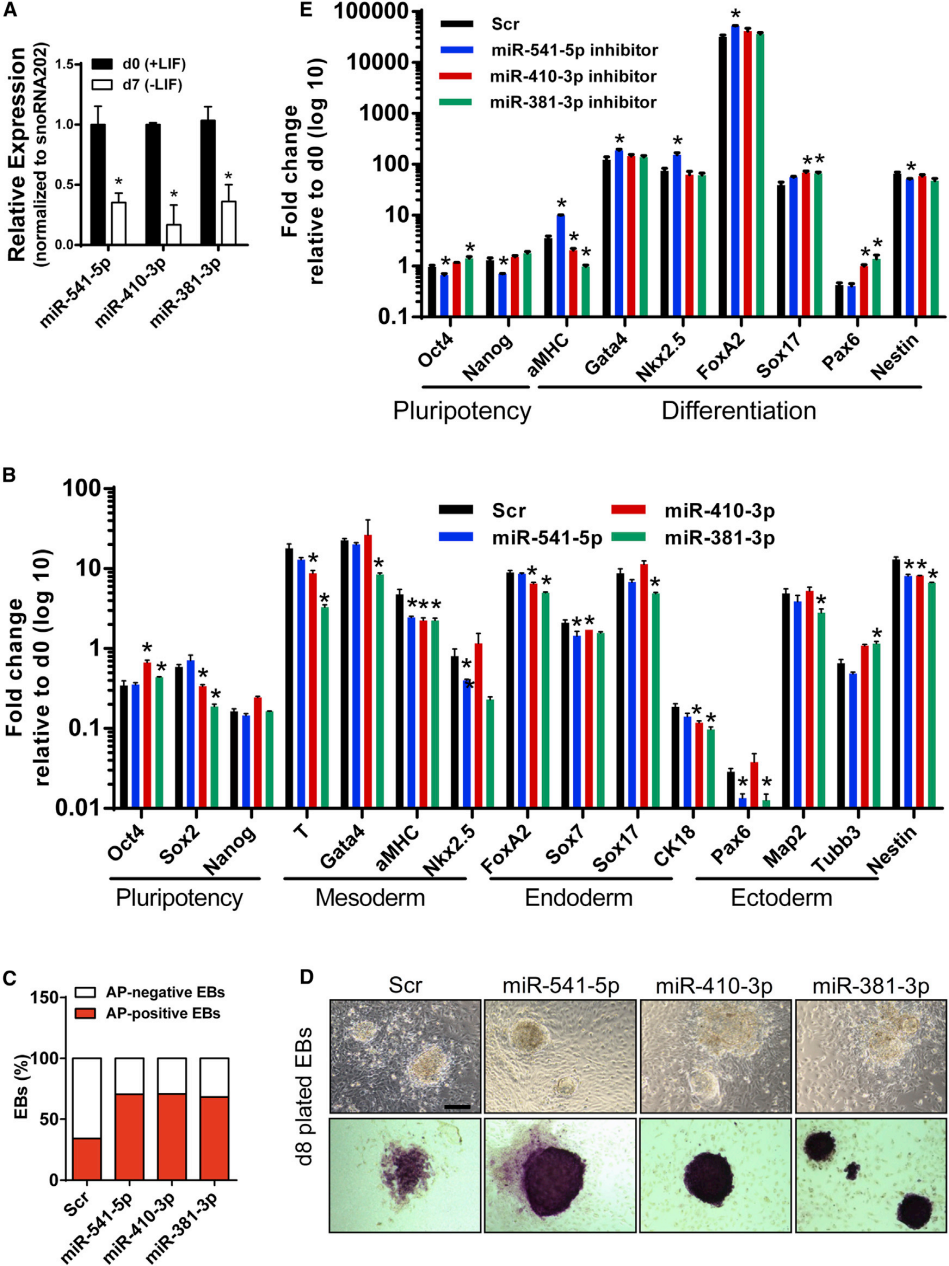
Effect of Ground-State-Associated miRNAs on ESC Differentiation (A) qRT-PCR analysis of miRNAs 7 days after induction of EB formation. snoRNA202 was used as an internal normalization control. Data are shown as mean ± SD, n = 3. ^∗^p < 0.0001. (B) qRT-PCR analysis of transcripts associated with pluripotency and differentiation 7 days following serum ESC treatment with miRNAs in the absence of LIF. *Gapdh* was used as an internal normalization control. Data are shown as mean ± SD, n = 3. ^∗^p < 0.05. (C) Percentages of AP-positive and -negative EBs 7 days after transfection of ESCs in the absence of LIF. (D) AP staining of EBs treated with miRNAs 7 days post differentiation. Scale bar, 200 μm. (E) qRT-PCR analysis of gene transcripts associated with pluripotency and differentiation 7 days following 2i ESC treatment with miRNA inhibitors in the absence of 2i/LIF. *Gapdh* was used as an internal normalization control. Data are shown as mean ± SD, n = 3. ^∗^p < 0.05.

Interestingly, we found that all candidate miRNAs repressed the majority of genes characteristic for ESC differentiation into different germ layers (Figure 7B), suggesting that they block multi-lineage differentiation of ESCs. We also detected increased numbers of AP-positive EBs compared with the Scr control 7 days after differentiation (Figure 7C). Similar to our previous results with undifferentiated ESCs cultured in monolayers, we observed increased AP activity of miRNA-treated EBs (Figure 7D). Next, we examined whether inhibition of ground-state miRNAs stimulates multi-lineage differentiation of ground-state ESCs. To this end, we treated the cells with miRNA inhibitors 2 days prior to EB induction and then harvested the cells for qRT-PCR analysis 10 days post treatment. We observed a significant upregulation of most of the tested differentiation-associated genes (Figure 7E), which is consistent with the data obtained using miRNA mimics. Taken together, our results indicate that miR-541-5p, miR-410-3p, and miR-381-3p contribute to the maintenance of ESC pluripotency and self-renewal by blocking differentiation.

### DNA Methylation Status of the *Dlk1-Dio3* Locus

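Of the 211 miRNAs differentially expressed between ground state and serum, 116 (55.0%) come from 2 imprinted loci, 67 from Dlk1-Dio3 and 49 from Sfmbt2. Of the other 95, 90 are placed elsewhere in the genome, 3 have genes in and outside Sfmbt2, and 2 could not be placed. Other imprinted loci were not counted. Under the block, 67 and 48 of 195 come from the 2 loci.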

Since (1) most differentially expressed miRNA genes are located in imprinted regions of the genome and (2) serum cells own higher DNA methylation levels than 2i (Ficz et al., 2013, Habibi et al., 2013, Yamaji et al., 2013), we reasoned that differences in DNA methylation might contribute to differential miRNA gene expression from the *Dlk1-Dio3* locus in ESCs. To test this hypothesis, we reanalyzed previously published DNA methylome data of serum and 2i cells (Angermueller et al., 2016). The average DNA methylation ratio in serum and 2i ESCs at the *Dlk1-Dio3* locus was accounted for 73.2% and 37.6%, respectively (Figure S5A), indicating that the *Dlk1-Dio3* locus is hypomethylated in 2i compared with serum. To confirm this result, we subjected DNA from serum, 2i, and R2i ESCs to methylation-sensitive restriction enzyme digestion. The resulting genomic fragments flanking specific restriction sites within the *Dlk1-Dio3* locus were analyzed by qPCR using specific primers. We found that ground-state ESCs compared with serum cells exhibited a significantly lower DNA methylation level at the three differentially methylated regions present in the *Dlk1-Dio3* locus (Figure S5B). We hypothesize that the higher DNA methylation levels at the *Dlk1-Dio3* locus in serum cells explain the significantly lower expression of miRNAs embedded in this imprinted region.

### Putative Target Genes of miR-541-5p, miR-410-3p, and miR-381-3p

We next wanted to determine potential target genes of the candidate miRNAs. To achieve this goal, we intersected putative miRNA targets predicted by TargetScan (Table S7) with proteins that were downregulated in 2i and R2i ESCs relative to serum cells (Taleahmad et al., 2015; H.B., unpublished data). This approach narrowed the putative target list down to 10, 4, and 5 genes for miR-541-5p, miR-410-3p, and miR-381-3p, respectively (Figure S6A). Using qRT-PCR, we confirmed that miR-541-5p overexpression reduced prolyl 4-hydroxylase (*P4ha1*) (Figure S6B), miR-410-3p overexpression reduced serine-arginine rich splicing factor 11 (*Srsf11*) and poly(C)-binding protein 2 (*Pcbp2*) (Figure S6C), and miR-381-3p overexpression downregulated microtubule-associated protein 4 (*Map4*) (Figure S6D). *P4ha1* codes for a key enzyme implicated in the synthesis of collagen, which has been shown to function as a barrier in iPSC generation (Jiao et al., 2013). The extracellular matrix (ECM) is of critical importance to ESC maintenance, and the expression of collagens and other ECM components have been reported to be increased upon exit from ground-state pluripotency (Veluscek et al., 2016). *Srsf11* is a nuclear protein involved in pre-mRNA splicing (Shepard and Hertel, 2009, Zhang and Wu, 1996). *Pcbp2* encodes an RNA binding protein that regulates pre-mRNA splicing in the nucleus and mRNA stabilization in the cytoplasm (Ji et al., 2007, Ji et al., 2011, Makeyev and Liebhaber, 2002) and is implicated in the regulation of collagen synthesis (Stefanovic et al., 1997). *Map4* is a non-neuronal microtubule-interacting protein promoting tubulin polymerization (Nguyen et al., 1999). Map4 phosphorylation modulates microtubule assembly and dynamics, and cell cycling (Chang et al., 2002, Illenberger et al., 1996, Kitazawa et al., 2000). Although further investigation is required to uncover the exact function of these genes in serum and ground-state pluripotency, we can speculate that the *Dlk1-Dio3* locus-embedded miRNAs contribute to the maintenance of ground-state pluripotency by regulating ECM, cytoskeletal dynamics, RNA processing, and cell cycling.

## Discussion

Small RNA sequencing has been used to profile miRNAs in different plant and animal species, diverse cell types, and human tissue fluids (Bellingham et al., 2012, Chiang et al., 2010, Glazov et al., 2008, Landgraf et al., 2007, Sunkar et al., 2005, Vojtech et al., 2014), but similar datasets for ground-state ESCs have been missing so far. In the present study, we used small RNA sequencing to obtain expression profiles of miRNAs in ground-state (2i and R2i) ESCs versus serum ESCs. Several miRNAs were differentially expressed between ground-state ESCs and serum ESCs. Most miRNAs upregulated in both 2i and R2i ESCs are located within the *Dlk1-Dio3* locus. 

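Counting only the 76 miRNAs called higher than serum in 2i and in R2i separately, 64 come from the Dlk1-Dio3 locus (84.2%, p = 4.26e-58, two-sided Fisher's exact test against the other tested miRNAs). Since miRNAs of the locus can share a transcript, this p describes the list and not independent replicates.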

Interestingly, activity of the *Dlk1-Dio3* locus seems crucial to maintain pluripotency of iPSCs, and its reduced expression is associated with incomplete iPSC reprogramming and poor contribution to mouse chimeras (Liu et al., 2010, Stadtfeld et al., 2010). We assume that ESCs undergo a gradual decline of *Dlk1-Dio3* locus activity during the transition from ground to serum state and differentiation.

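Of the 114 miRNAs higher in serum in the contrast of ground state with serum, 49 come only from genes inside Sfmbt2, which is 43.0% (95% Wilson interval 34.3 to 52.2; odds ratio 172.0, p = 2.12e-36, two-sided Fisher's exact test over the 571 tested miRNAs). Counting 3 more that have genes both in and outside the locus, the share was 45.6%, and 2 of the 114 could not be placed. Of the 75 miRNAs called higher in serum against 2i and against R2i separately, 43 come from Sfmbt2 (57.3%). In the fit with a block, the share in the combined contrast was 48 of 104 (46.2%). Of the 51 tested miRNAs of the cluster, 2 were not called.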

Interestingly, the majority of miRNAs that are preferentially expressed in serum compared with 2i and R2i ESCs are located in the imprinted locus *Sfmbt2*. Our study, therefore, identifies large sets of differentially expressed miRNAs at imprinted loci, which can serve as specific markers of ground-state pluripotency versus serum state. The lower DNA methylation level observed at the *Dlk1-Dio3* locus in ground-state cells might lead to a more accessible chromatin for pluripotency factors to bind and activate the miRNAs embedded in the locus. Of note, the imprinted *Sfmbt2* locus, which harbors a large miRNA cluster, does not seem to carry a classic DMR (Wang et al., 2011), suggesting that different mechanisms regulate the expression of miRNAs embedded in the *Sfmbt2* locus.

Results from a previous study indicated that miRNAs from the *Sfmbt2* locus are expressed at higher levels in serum ESCs compared with epiblast stem cells (EpiSCs) (Jouneau et al., 2012). Since we found higher levels of *Sfmbt2*-embedded miRNAs in serum ESCs versus 2i/R2i, it is tempting to speculate that expression of miRNAs embedded within *Sfmbt2* locus presents a key miRNA signature of naive pluripotency allowing distinction of different mouse pluripotent states.

We demonstrated using miRNA gain- and loss-of-function analyses that ground-state miRNAs within the *Dlk1-Dio3* locus contribute to the maintenance of ground-state pluripotency by enhancing viability, clonogenicity, AP activity, and ESC cycling as well as inhibiting differentiation. Our analysis revealed that the putative targets of miR-541-5p, miR-410-3p, and miR-381-3p are involved in cytoskeletal organization, ECM dynamics, control of RNA processing/decay, and cell cycling. These processes have previously been found to be important for pluripotency in general and ground-state pluripotency in particular (Chowdhury et al., 2010, Dalton, 2015, Ji and Tian, 2009, Kalkan et al., 2017, Salomonis et al., 2010, Taleahmad et al., 2015, Veluscek et al., 2016). Our findings provide a useful perspective to temporarily lock ESCs in the ground state either by exogenous introduction of cell-permeable miRNAs or by the identification of small molecules that increase ground-state miRNA expression.

## Experimental Procedures

Mouse ESC lines were cultivated on gelatinized tissue-culture plates and dishes (Sigma-Aldrich) and passaged every other day. Serum ESCs were cultured in the presence of 15% ES-qualified fetal bovine serum (HyClone), and 2i/R2i cells were cultured in serum-free N2B27 medium.

Additional experimental procedures are detailed in Supplemental Experimental Procedures.

## Author Contributions

H.B. and S. Moradi conceived and designed the study. S. Moradi, H.B., and T.B. designed experiments and analyzed and interpreted the data. S. Moradi performed most of the experiments and wrote the manuscript. H.B., T.B., and S.A. provided financial and administrative support, discussed the results, and approved the manuscript. S. Mollamohammadi and A.S. contributed to cell-culture and cell-cycle analysis. A.S.-Z. performed bioinformatics analysis. A.A. contributed to qRT-PCR and DNA methylation analysis. S.A., G.H.S., and S.G. contributed to data analysis and interpretation. All authors reviewed and confirmed the manuscript before submission.

How the deposited data were processed for this re-analysis (not part of the article)

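Small RNA-sequencing libraries of mouse ESCs were analysed for 3 media (serum, 2i and R2i) and 2 cell lines (RB18 and RB20), 6 libraries in all, each from a pool of 3 cultures. The deposited tables give 2 units. The first holds counts: the authors removed adaptors and reads outside the accepted lengths, aligned the rest to the mouse genome, matched them to known miRNAs and deposited whole-number counts for 1907 mature miRNAs, without normalization. The second holds log2 values, which the authors deposited for the 1233 miRNAs with at least 1 count. The deposited log2 values equal log2(count / size factor + 1), with 1 size factor per library that matches the median-of-ratios factor computed from the counts. The paper's text does not name the tools or the genome build used for these steps. The lines were paired by their names in the sample labels, and 0 other columns of values were left unused.

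The total count per library ranged from 1041858 to 3593356, and the 5 most abundant miRNAs took between 45.18% and 49.64% of it. A count of 3 was taken as the smallest level the depth can show, and a fold against a group whose libraries were all at or under it is given as a lower bound. Such a bound takes the limit as exact, so where a library is at or near 3 counts, counting error is not covered and the true fold can lie below the bound. Confidence intervals of shares are 95% Wilson intervals on numbers of called miRNAs. They treat these miRNAs as independent draws, although those of a cluster can share a transcript, and they do not cover the counting error of reads.

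Differential expression was tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, which kept 571 miRNAs, and the quasi-likelihood test with 1 coefficient per medium over all 6 libraries. A miRNA was called at a Benjamini-Hochberg adjusted p under 0.01 and more than 2-fold. Standard errors are the log2 fold change divided by the square root of the F statistic. Ground state against serum was the mean of 2i and R2i minus serum. Normalized CPM are TMM-scaled, with means and SDs over the 2 libraries of a medium. The test was tried on simulated counts with 200 miRNAs changed 4-fold in 2i and R2i, of which 192 were among the 546 tested. All miRNAs were simulated with the same spread. For ground state against serum, the test recovered 97.9% and called 2 unchanged miRNAs.

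The miRNAs were placed on GRCm38 by the GENCODE M21 annotation, with RefSeq synonyms for the same assembly; 1900 of the 1907 names were placed, and the coordinates of the paper's Figure 4 are those of this assembly. A miRNA belongs to the Dlk1-Dio3 or Sfmbt2 locus when all its genes lie inside it. Named in the text are the miRNAs the paper names, the members of the clusters and families it discusses, the 20 most abundant, and the 3 with the largest change per contrast and direction among those called and changed alike in both lines, a rule set before the data were examined. The exceptions are miRNAs outside the loci and lists the paper discusses, such as miR-499-5p and miR-483-3p, which were chosen after their values were seen. Alternatives were DESeq2 1.42.0, library totals in place of TMM, other filters on low counts, other significance limits, the cell line as a block, limma 3.58.1 on the deposited log2 values, fits to fewer libraries, and other definitions of the ground state. Added after the data were seen were the block together with library totals, the block with RB18 and RB20 of R2i exchanged, 20 random thinnings of every library to 1041858 counts, and leaving out the 5 most abundant miRNAs. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The qRT-PCR, transfection, methylation and target-prediction experiments were not analysed here.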

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

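Of the tests below, those on blood-cell miRNAs and on the other arm of miR-211 were chosen only after the results were seen, as was the test on the other arms of hairpins. The tests on depth and on the most abundant miRNAs were added after the data were examined, but what they would show was written down before their own results were computed.

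The effect of the ground-state media differed between 2i and R2i for 2 miRNAs, by edgeR's test of the difference itself. miR-211-5p had a log2 fold change of 4.66 between 2i and R2i and miR-211-3p 5.10. miR-211-3p had 3 counts in each R2i library, which is the limit itself, so its bound of at least 25.3-fold equals the ratio of the mean CPM and does not allow for counting error. miR-211-5p was higher in 2i in both cell lines. It lost its call with the cell line as a block (adjusted p = 0.0174), without the serum library of RB18 (0.0123) and when only the 2i and R2i libraries were fitted (0.0267). Over all settings tried, its adjusted p ranged from 5.97e-34 to 0.0267. The lowest came from the fit without the low-count filter, at nearly the same log2 fold change (4.69). miR-211-3p lost its call in the same 3 settings (adjusted p = 0.0176 with the block, range over the settings 1.75e-19 to 0.0267) and had too few counts to be tested with at least 10 counts in every library. Depth was tested as a technical explanation: after thinning every library to 1041858 counts, miR-211-5p was called in 20 of 20 draws. Reads borrowed from a near-identical miRNA were tested through the other arm of the hairpin, miR-211-3p, which changed in the same direction by 5.10. This goes against reads borrowed by 1 arm, but a copy alike in both arms would move both, so the difference cannot be told apart from reads shared with such a copy. A change of Mir211 expression with the inhibitors in the medium is another hypothesis, from 2 libraries per medium.

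miR-148a-3p went opposite ways in the 2 cell lines when the ground-state media were compared with serum. On log2(normalized CPM + 1), the mean change in RB18 minus that in RB20 was 0.78. This difference was not tested, since each line has 1 library per medium, and no test of a technical explanation was run. Among 23 named miRNAs examined for a ground-state library far from the other ground-state libraries, 0 had such a library.

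Outside the loci and lists the paper discusses, 21 miRNAs were higher in the ground state and 41 higher in serum. Those higher in the ground state included miR-499-5p (3.12, adjusted p = 0.000262), miR-301a-3p (1.25, adjusted p = 0.00254) and both arms of miR-147. Those higher in serum included miR-483-3p (-4.28, adjusted p = 4.32e-05) and miR-200b-3p (-1.64, adjusted p = 0.00031); these names were chosen after their values were seen. The tests covered all 90 called miRNAs placed outside Dlk1-Dio3 and Sfmbt2. After thinning, a median of 78 of the 90 were still called (74 to 82 over 20 draws). With the 5 most abundant miRNAs left out of the counts and totals, 88 of the remaining 89 were still called. Carry-over of miRNAs from fetal bovine serum was tested with 8 miRNAs of blood cells and plasma, listed before their values by library were looked at, although for 2 of them the total over all libraries was already known. Of these, 0 were called higher in serum, and 1 was higher in serum at an unadjusted p under 0.05, while miR-451a, with at most 3 counts in both serum libraries, was at least 9.84-fold higher in the ground state. Only 5 of the 8 had enough counts to be tested, so this speaks for those miRNAs and not for every miRNA in serum. Reads shared between paralogs were tested through the other arms: of the 90 miRNAs, 52 had a tested other arm, and 52 of these arms changed in the same direction. This goes against reads borrowed by single arms, but not against paralogs alike in both arms, and GC content was not tested, so the pattern cannot be told apart from these explanations.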

How the results depend on the processing

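The alternatives were set before the data were examined, except the thinning, the removal of the 5 most abundant miRNAs, the exchanged block and the block with library totals, which were added afterwards. In all, 681 alternative values were computed for 116 results.

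The number of differentially expressed miRNAs stayed within 1.5 times the reported one in 11 of 12 alternatives for 2i against serum (128 to 285), in 12 of 12 for R2i against serum (119 to 259) and in 14 of 15 for ground state against serum (135 to 274). The share of ground-state miRNAs in the Dlk1-Dio3 locus ranged from 50.0% to 84.2% and that of serum miRNAs in the Sfmbt2 locus from 35.4% to 57.3%, each above the background in every alternative. The block for cell line gave 195 miRNAs that differed between ground state and serum, 191 of them shared. The pairing behind this block was weak for serum with 2i (r = 0.21) and negative for serum with R2i (r = -0.128).

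The comparison of 2i with R2i depended on the choices most. Against 2 calls, both higher in 2i, DESeq2 gave 12 (7 higher in 2i, 5 in R2i), no low-count filter 25 (14 and 11), an unadjusted p 27 (13 and 14), and a 2-fold change without a test 84 (30 and 54). At least 10 counts in every library gave 1, the block 0, fitting only the libraries compared 0, and the block with library totals 5, all higher in 2i. Thinning gave a median of 4 (1 to 10 over 20 draws), with a median of 4 higher in 2i and 0 in R2i (0 to 4). The fits that each left out a serum library gave from 0 to 3, again all higher in 2i. Without a test, from 73 to 129 miRNAs were more than 2-fold apart across the fits that each left out a library or a line.

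Requiring at least 10 counts in every library lowered the calls for 2i against serum to 128 (59 higher in 2i), those higher in R2i than in serum to 51, and those for ground state against serum to 135 (56 higher in the ground state). By its definition, this filter removes miRNAs with few counts in 1 medium, so it acts on the changed miRNAs themselves. Requiring calls in 2i and R2i separately lowered the miRNAs higher in serum to 75, and a 2-fold change without a test raised those higher in serum than in R2i to 136.

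For clusters, DESeq2 called 7 miRNAs of miR-302–367 higher in the ground state and the block 2, against 4. Leaving out the low-count filter, or the 2-fold limit alone, gave 8. The block left 1 of miR-106a∼363 lower, and requiring calls in 2i and R2i separately left 0, against 2. On the differentiation list, 17 were higher in serum and 4 in the ground state. Requiring calls in 2i and R2i separately lowered these to 10 and 0, and the 2-fold limit alone raised them to 23 and 8. Library totals moved the median log2 fold change to 0.85 for let-7 and -2.66 for Sfmbt2, and the deposited log2 values to -2.62 for Sfmbt2 and -0.076 for the differentiation list. Across the fits that each left out a cell line, the median ranged from -0.16 to 0.002 for miR-290–295, where it reversed, from -0.29 to -0.12 for miR-17–92, from 0.084 to 0.35 for miR-106b-25, from 0.70 to 0.77 for let-7, from -0.25 to -0.13 for the differentiation list and from -2.72 to -2.67 for Sfmbt2.

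The mean correlation moved with the scale. With log2(CPM + 0.1) it was 0.9497 within a medium, 0.9443 between 2i and R2i and 0.8917 between serum and the ground-state media. On the linear scale it was 0.9697 within a medium and 0.9866 between 2i and R2i, which reverses their order. With at least 10 counts in every library, 2i with R2i gave 0.9678 and serum with the ground-state media 0.8483, and the deposited log2 values gave 0.9774 within a medium and 0.972 between 2i and R2i. The first principal component held 96.0% without centring.

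At least 10 counts in both libraries detected 475 miRNAs in serum, 500 in 2i and 457 in R2i. A limit of 10 CPM left 38 expressed sequences on chromosome 12 in serum, and 45, 55 and 50 on chromosome X in serum, 2i and R2i. Counting each mature miRNA a single time left 102, 90 and 93 on chromosome 2. With miRNAs of a single gene only, chromosome 14 held 1.31%, 0.96% and 1.25% of the counts in serum, 2i and R2i, chromosome X 1.54%, 1.3% and 1.3%, chromosome 6 17.14%, 21.09% and 16.47%, and chromosome 7 47.87%, 46.76% and 49.35%. This setting leaves out miR-92a-3p and miR-16-5p, among others. For the changes listed, the cause was not tested.

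For single miRNAs, 11 values reversed, all of changes near 0. miR-148a-3p in 2i against serum became 0.001 with DESeq2, 0.023 with library totals, 0.034 with the block, 0.06 with the deposited log2 values and from -0.26 to 0.46 with a cell line left out. In R2i it ranged from -0.15 to 0.59. miR-182-5p in R2i became 0.015, 0.06 and 0.04 with DESeq2, library totals and the deposited values, and ranged from -0.15 to 0.22. DESeq2 and library totals moved the median of all tested miRNAs in that contrast by 0.062 and 0.107. These shifts exceed the main change of miR-182-5p (-0.058) in size, so the sign changes with these scalings do not speak to this miRNA. miR-183-5p in R2i ranged from -0.20 to 0.022. Of the other single values, 4 lost their call, 5 gained it and 11 moved.

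Depth limits the miRNAs near 0: in serum, 20 of the 78 tested miRNAs of the Dlk1-Dio3 locus had at most 3 counts in both libraries, and their folds are lower bounds. After thinning to 1041858 counts, a median of 190 miRNAs differed between 2i and serum (182 to 209 over 20 draws), against 195. Library totals in place of TMM shifted the median of all tested miRNAs by 0.107 for R2i against serum, so changes in that contrast are relative to this shift. No paired alternative was run for correlations, components or chromosome counts, which come from no test.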

Differences from the paper's values

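The paper's values are 9 miRNAs higher in 2i than in R2i and 6 higher in R2i than in 2i (Fig. 3B). Here 2 were higher in 2i and 0 in R2i, with 43 and 61 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 gave 7 and 5, within 1.5 times the paper's values, and an unadjusted p under 0.01 gave 13 for those higher in 2i. None of the others closed either gap.

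On chromosome 12, about 45 expressed miRNA sequences are shown for serum in Fig. 4A, read by eye, against 75 here. With a limit of 10 CPM in place of 1 the number was 38, which is within 1.5 times the paper's value. The other alternatives set before the data were examined left the gap.

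For miR-16-5p, the sequencing values in Fig. 2, read by eye, are about 27000 in serum, about 49000 in 2i and about 38000 in R2i, against 56480, 90070 and 78220 deposited normalized counts. For let-7a-5p they are about 210, about 330 and about 290, against 665.4, 902.8 and 893.8. No alternative bears on these deposited values. The ratios of the deposited values to those of Fig. 2 lay between 0.90 and 1.08 for the other 4 miRNAs of the figure, which have 1 gene each, and between 1.84 and 3.17 for these 2, which have 2 genes each.

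The paper states that most serum miRNAs lie in the Sfmbt2 locus. The share here was 43.0% of the 114 miRNAs higher in serum. It was 57.3% when calls in 2i and R2i were required separately, and 50.0% without the 2i library of RB20. The other settings gave less than 50.0%. The paper words its definition of ground-state miRNAs as higher in both media. Its 91 serum miRNAs outnumber its 84 higher in serum than in R2i, however. Its serum list is thus not the overlap of its separate lists, and the 57.3% is not a like-for-like value.

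miR-142a-5p, which the paper lists as different between 2i and R2i, had a log2 fold change of 2.76 and an adjusted p of 0.0714. It was called by DESeq2, without the low-count filter, at an unadjusted p, by the 2-fold limit alone, and with the block and library totals together, a setting chosen after the values were seen. Of the miRNAs named in Fig. 3A as higher in R2i than in 2i, miR-302a-5p changed by -1.82 (adjusted p = 0.162) and was called by DESeq2, without the low-count filter, at an unadjusted p and by the 2-fold limit alone. miR-302d-3p (-1.40, adjusted p = 0.171) and miR-3535 (-1.27, adjusted p = 0.185) were called only without the low-count filter and by the 2-fold limit alone. Without that filter, the changes of these miRNAs hardly moved while their standard errors fell. For miR-142a-5p the log2 fold change was 2.79 and the standard error 0.32, against 0.55 in the main fit. Those calls thus rest on a smaller estimated spread and not on larger changes.

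The paper states that most of the miR-302–367 miRNAs rise in both ground-state media. All 8 were positive here, but 2 were called in 2i and 5 in R2i. In 2i, DESeq2, no low-count filter, an adjusted p of 0.05 and the 2-fold limit alone each called 4 of the 8, and no setting called more.

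For the miR-106a∼363 cluster, the paper states that most members are higher in serum. Here 11 of 12 had a negative log2 fold change, and 2 were called. No setting called more than 2.

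The paper states that most differentiation miRNAs are higher in serum. On the list used here, which is not the one behind Figure S2F, 38 of 74 had a negative log2 fold change and 17 were called higher in serum. A 2-fold change without a test gave 23, and in no setting were most of the list called higher in serum.

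The paper gives its total of miRNAs for each ESC state. Here that total, 1233, was the number with at least 1 count in any of the 6 libraries, and 1015, 1048 and 1003 had at least 1 count in serum, 2i and R2i.

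The paper names chromosome X among those that give the most miRNA. Here, the reads of a miRNA with several genes were divided equally over them. By that rule, X in 2i gave 3.44% of the counts, less than chromosome 12 (4.39%), 3 (4.11%) and 9 (3.7%). In R2i, X gave 4.49%, less than chromosome 12 (5.05%). In serum it ranked behind 7, 6 and 14 only. With miRNAs of a single gene, X gave 1.54%, 1.3% and 1.3% in serum, 2i and R2i. Counted in full, with the reads it shares with chromosome 14, the miR-106a∼363 cluster alone took 5.18% (RB18) and 5.1% (RB20) in 2i. In R2i it took 7.97% and 6.46%. The rank of X against chromosome 12 thus depends on how shared reads are assigned.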

Other observations

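The tests on the Dlk1-Dio3 locus by cell line, on copies in the Sfmbt2 cluster and on hairpin arms were chosen only after the results were seen; the test on depth for 2i and R2i was added after the data were examined and written down before its own result was computed.

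In serum, miRNAs of the Dlk1-Dio3 locus were higher in RB20 than in RB18, with a median log2 difference of 0.86 and 61 of 78 miRNAs higher in RB20. In 2i the median was -0.08 (33 of 78 higher) and in R2i -0.26 (23 of 78 higher). The Sfmbt2 miRNAs had a median of 0.04 in serum. Scaling was tested with 10000 random lists of the same size matched on mean expression, among which the serum median lay at percentile 100; their central 95% ran from -0.03 to 0.23. In 2i and R2i the median lay at percentiles 1.85 and 0.0, below most lists. The lists hold independent miRNAs, whereas the locus can act as a unit, so they understate its spread and speak to the scaling alone. A share of ground-state cells in the serum culture of RB20 was tested with the 30 other miRNAs called higher in the ground state, which had a median of -0.07 (14 of 30 higher in RB20). A share of 5.2% would give the difference of the locus and shift these 30 by a median of 0.15. Of 10000 random lists matched to the 30 and moved by this shift, the central 95% ran from 0.02 to 0.46, and the measured median lay at percentile 0.27, so these miRNAs go against such a mixture, as far as the lists give their spread. With 1 library per line and medium, the pattern cannot be told apart from variation between libraries. A difference between lines in how far serum silences the locus is a hypothesis these data leave open.

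Both arms of a hairpin changed together. Over 178 hairpins with both arms tested, the log2 fold changes of the 5p and 3p miRNAs for ground state against serum correlated at r = 0.95, and at 0.876 over the 126 hairpins outside the 2 loci. This is a correlation across miRNAs, which are not independent replicates. Random pairing of the arms gave at most 0.29 in 10000 draws. Both arms were called in the same direction for 61 hairpins and in opposite directions for 0, and for 24 only 1 arm was called. A candidate explanation is that the medium acts on the hairpin and not on the choice of arm, a hypothesis found and tested on the same data.

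In the Sfmbt2 cluster, the 36 tested miRNAs with 1 gene had a median log2 fold change of -2.80 and the 15 with several genes -2.60. Names do not show which sequences are near-identical, so reads shared between copies remain a possible explanation for the evenness of the fall within the cluster, which cannot be told apart from a change of the whole cluster.

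Few miRNAs were called between 2i and R2i. Thinning every library to the lowest total gave a median of 190 calls between 2i and serum (182 to 209 over 20 draws), against 195, and a median of 4 between 2i and R2i (1 to 10), against 2. Fewer reads thus did not lower the number for 2i and R2i, but thinning cannot show what more reads would add. On simulated counts of these library sizes, the test recovered 95.8% of 4-fold changes for 2i against serum and 92.2% for R2i against serum. That simulation changed 192 of 546 tested miRNAs and gave all of them the same spread. Where few miRNAs truly change, the adjustment asks for a smaller p, so this recovery does not carry over to 2i against R2i. In that contrast, miR-142a-5p was not called (adjusted p = 0.0714, edgeR) at a log2 fold change of 2.76, more than 4-fold. Smaller changes, and changes between 2i and R2i, were not simulated. The low number thus cannot be told apart from limited depth or from the limit of 2 libraries per medium. At an unadjusted p under 0.05, 104 miRNAs differed between 2i and R2i. The Sfmbt2 miRNAs were lower in 2i than in R2i, with a median log2 fold change of -0.81 and 50 of 51 negative, but 0 were called in this contrast and 25 were lower at an unadjusted p under 0.05. The miR-302–367 miRNAs were also lower in 2i than in R2i, with a median of -1.22 and 8 of 8 negative (median -1.47 in RB18 and -0.87 in RB20), and 0 were called and 7 were lower at an unadjusted p under 0.05.

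miR-675-3p and miR-483-5p, on chromosome 7, were higher in serum, at least 4.64-fold and at least 6.26-fold over the ground state. No biological explanation was tested.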
